# A Regression-Based Differential Expression Detection Algorithm for Microarray Studies with Ultra-Low Sample Size

**DOI:** 10.1371/journal.pone.0118198

**Published:** 2015-03-04

**Authors:** Daniel Vasiliu, Samuel Clamons, Molly McDonough, Brian Rabe, Margaret Saha

## Abstract

Global gene expression analysis using microarrays and, more recently, RNA-seq, has allowed investigators to understand biological processes at a system level. However, the identification of differentially expressed genes in experiments with small sample size, high dimensionality, and high variance remains challenging, limiting the usability of these tens of thousands of publicly available, and possibly many more unpublished, gene expression datasets. We propose a novel variable selection algorithm for ultra-low-*n* microarray studies using generalized linear model-based variable selection with a penalized binomial regression algorithm called penalized Euclidean distance (PED). Our method uses PED to build a classifier on the experimental data to rank genes by importance. In place of cross-validation, which is required by most similar methods but not reliable for experiments with small sample size, we use a simulation-based approach to additively build a list of differentially expressed genes from the rank-ordered list. Our simulation-based approach maintains a low false discovery rate while maximizing the number of differentially expressed genes identified, a feature critical for downstream pathway analysis. We apply our method to microarray data from an experiment perturbing the Notch signaling pathway in *Xenopus laevis* embryos. This dataset was chosen because it showed very little differential expression according to limma, a powerful and widely-used method for microarray analysis. Our method was able to detect a significant number of differentially expressed genes in this dataset and suggest future directions for investigation. Our method is easily adaptable for analysis of data from RNA-seq and other global expression experiments with low sample size and high dimensionality.

## Introduction

Gene expression analysis has led to profound advances in our understanding of a wide array of biological processes ranging from ecology and evolution to molecular genetics and disease therapeutics (reviewed in [1, 2], and references therein). Although improvements in sequencing technologies have resulted in an increasing number of RNA-seq transcriptomic experiments, the vast majority of global gene expression analyses studies in the literature have employed a microarray approach.

However, while the technology required to conduct microarray experiments has become relatively straightforward, data analysis remains challenging. Virtually every aspect of data analysis, from normalization to analysis of differential expression, remains a topic of ongoing discussion and often controversy in the literature [3] and [4]]. A particularly challenging data analysis problem arises from the very aspect that makes this technology so powerful, namely the large number of genes assayed on a chip, typically on the order of tens of thousands. The necessity of correcting for multiple hypothesis testing [5] often results in the lack of statistical significance for many experiments, particularly those with a few samples. This scenario, coined the “*p* ≫ *n*” dilemma in literature, complicates statistical analysis and potentially diminishes the value of the experiment [6, 7].

There is a widespread and intense interest in developing new analytical strategies to address the “*p* ≫ *n*” problem, for the following reasons. Firstly, while early microarray experiments focused on samples with large differences in a few genes, more recent findings stress that it is not large changes in a few genes, but rather small changes in many genes that will be important for understanding both complex diseases and the subtleties of biological processes. While current methodologies work well when the differences between experimental conditions are dramatic, such methods are not appropriate for detecting subtle, more biologically relevant changes. Secondly, the number of genes queried (i.e. dimensionality) continues to rise with the inclusion of splice variants and other forms of data provided by “next-generation” approaches such as RNA-seq, a technology for which our approach will be applicable. Thirdly, in many instances, sample size is inherently limiting. In many experiments, including those in conservation biology (endangered species) and medical research (rare tumor subtypes), the investigator cannot increase the *n*. Finally, thousands of microarray datasets are archived in publicly available databases; novel analytical approaches may reveal new findings. In fact, at the time of this writing, 16.6% of the ∼40,000 NCBI GEO Datasets of the type “gene expression by array” have an *n* ≤ 5 and 6.9% have *n* ≤ 3. The fraction of GEO Datasets of unrestricted type is even higher (24.1% have *n* ≤ 5 and 12.7% have *n* ≤ 3). Many more studies likely remain unpublished and unavailable due to lack of differential expression detectable by widely-used analysis techniques.

Existing algorithms for differential expression detection in cases of ultra-low *n* (2 to 5) have been compared and reviewed by Kooperberg et al. [8], Jeffery et al. [9], Murie et al. [10], Jeanmougin et al. [11], and Tan et al. [12]. Kooperberg et al. [8], Murie et al. [10], and Tan et al. [12] showed that differential expression detection using independent t-statistics has weak power for small-sample-size analysis. In every review in which limma, a popular empirical Bayes technique, was tested (only Tan et al. did not), limma performed better than or comparably to every other method. However, limma is not sufficient to detect differential expression in all cases.

In the last decade, penalized regression techniques (reviewed by Ma and Huang [13]), including Lasso, elastic net, and SCAD have played a significant role in the “small n and large p” quandary in the general statistics literature [14]. These techniques were first employed in biostatistics for classification problems [15]. Specifically, penalized regression approaches have been widely applied to cancer diagnosis [16–19] and patient outcome prediction [20–22], as well as analysis of SNP data [23, 19].

One important feature of penalized regression methods is that they are variable selectors as well as classifiers. Building a classifier with penalized regression involves assigning a weight to each gene, which determines how strongly that gene contributes to the classifier. Differentially expressed genes receive high weight, while genes that do not vary much between conditions are assigned low weights. By separating genes with low weight from those with high weight, penalized regression can identify differentially expressed genes. Unfortunately, although differentially expressed genes are expected to have high weight and insignificant genes are expected to have low weight after penalized regression, there is no *a priori* definition of *how* high a gene’s weight must be to be differentially expressed. Most applications of penalized regression to variable selection use some form of cross-validation to assess the impact of individual variables on the accuracy of a classifier (see Du et al. [24] for an example as applied to arthritis and colon cancer datasets, or [25] for an example using several cancer datasets). Cross-validation involves splitting a dataset into a training set and a validation set. Regression is performed on the training set to produce a classifier. The classifier is then applied to the validation set to measure the classifier’s accuracy. This process can be repeated for different values of critical parameters (for example, the number of genes used by the classifier), and cross-validation measures the effect of the change on classifier accuracy. Cross-validation works well when applied to cancer datasets, which typically involve between dozens and hundreds of samples. However, cross-validation is unstable or impossible with extremely small sample sizes, making it inappropriate for microarray studies with low *n* [26].

Clearly novel approaches for analyzing *p* ≫ *n* data would be useful for high-throughput gene expression analysis. Here we propose to address this need by developing, applying and refining a novel method for analysis of microarray data broadly usable by biologists. Our method is based on penalized Euclidean distance (PED), a penalized binomial regression approach which performs favorably compared to similar methods such as elastic net, Lasso, SIS, and ISIS [27]. Our approach uses a simulation-based tuning procedure that eliminates the need for cross-validation and maximizes the number of selections made while maintaining an arbitrarily low false discovery rate (FDR). We apply this model to a microarray dataset that examined how *Xenopus laevis* embryos respond over time to injection with constructs that alter the Notch signaling pathway [28]. This was a particularly suitable dataset given that it showed minimal statistical significance when analyzed with commonly used analysis packages, e.g. limma, yet the most differentially expressed (but not significantly differentially expressed) genes according to limma included a number of genes known from other research to be involved in the Notch signaling pathway.

## Materials and Methods

### Microarray Experiment

A colony of *Xenopus* *laevis* was maintained as previously described [29] with all protocols approved by the College of William and Mary Institutional Animal Care and Use Committee (IACUC-2013-11-21-9110-MSSAHA) in accordance with federal guidelines. Embryos were obtained and raised using standard, published procedures [30].

Embryos were unilaterally injected into one blastomere at the two cell stage with 1.5 ng of one of the following capped RNA constructs synthesized *in vitro*: a DNA Binding mutant of Suppressor of Hairless (DBM), a construct that suppresses Notch signaling [31]; the Notch Intracellular Domain (NICD), which activates the Notch signaling pathway [32]; or Green Fluorescent Protein (GFP) as a tracer and control for the injection procedure. The DBM and NICD constructs were kind gifts from Dr. Chris Kintner. Capped RNA was synthesized in vitro using mMessage Machine (Ambion) following the manufacturer’s protocol and purified using the Qiagen MinElute Cleanup Kit. Embryos were raised to either late neurula stage (st. 18), tailbud stage (st. 28), or swimming tadpole stage (st. 38). All staging is according to Nieuwkoop and Faber [33].

To obtain total RNA, 10 embryos from each stage and condition were homogenized in Tri Reagent (Molecular Research Center) and extracted with 1-bromo-3-chloropropane phase separation reagent according to the manufacturer’s protocol. RNA from the aqueous phase was purified using the Qiagen RNeasy Mini kit. Total RNA for each of the nine samples (embryos injected with the three constructs NICD, DBM, GFP with each harvested at three different stages) was sent to the Clemson University Genomics Institute for microarray analysis using the Affymetrix Xenopus laevis 2.0 GeneChip. Affymetrix protocols were followed with the exception that the *in vitro* transcription reaction was carried out for 16 hours.

### Initial Statistical Analysis

Raw microarray data was normalized and summarized using Robust Microarray Average (RMA) [34] as implemented in the Bioconductor package [35] in R. For our initial statistical analysis, we reviewed five studies testing multiple differential expression detection algorithms at extremely low sample size [8–12]. All of the sources that reviewed limma recommended it over other algorithms. We therefore determined differential expression using the limma package [36] for R by fitting a linear model to produce p-values based on a moderated t-statistic. The following comparisons were employed: stage 18 DBM versus stage 18 GFP; stage 18 GFP versus stage 18 NICD; stage 28 DBM versus stage 28 GFP; stage 28 GFP versus stage 28 NICD; stage 38 DBM versus stage 38 GFP; and stage 38 GFP versus stage 38 NICD. Benjamini-Hochberg (BH) correction [37] was set with a false discovery rate of 0.05 to correct for multiple hypothesis testing. When the analysis was repeated using Benjamini-Yekutieli correction [38], no genes were selected as differentially expressed. Benjamini-Yekutieli correction is more conservative than BH correction, but is more suitable than BH correction or correlated data.

### Overview of Variable Selection by PED

An overview of our selection method is shown in Fig. 1. First, we normalize the data by converting it to z-scores, so that each gene’s expression has mean 0 and standard deviation 1 (Step I). We then use PED regression, a form of penalized binomial regression, to rank the importance of each gene (Step II). PED regression produces a GLM-based classifier, which is a function that can identify the experimental condition of a microarray based on a linear combination of that microarray’s expression data. The classifier is defined by a vector of parameters, or weights, which are assigned to the set of genes in the experiment by PED. These weights determine the importance of each gene to the classifier—the higher the weight of a gene, the more information it contributes towards making a correct classification. Ideally, non-differentially expressed genes would have zero weight, and only differentially expressed genes would have non-zero weight. Due to both computational and signal-recovery limitations, in practice weights of non-differentially expressed genes can be quite small, but are rarely exactly zero. Thus, a challenge when using penalized regression methods for variable selection is to determine exactly which weights are large enough to indicate differential expression.

**Fig 1:**
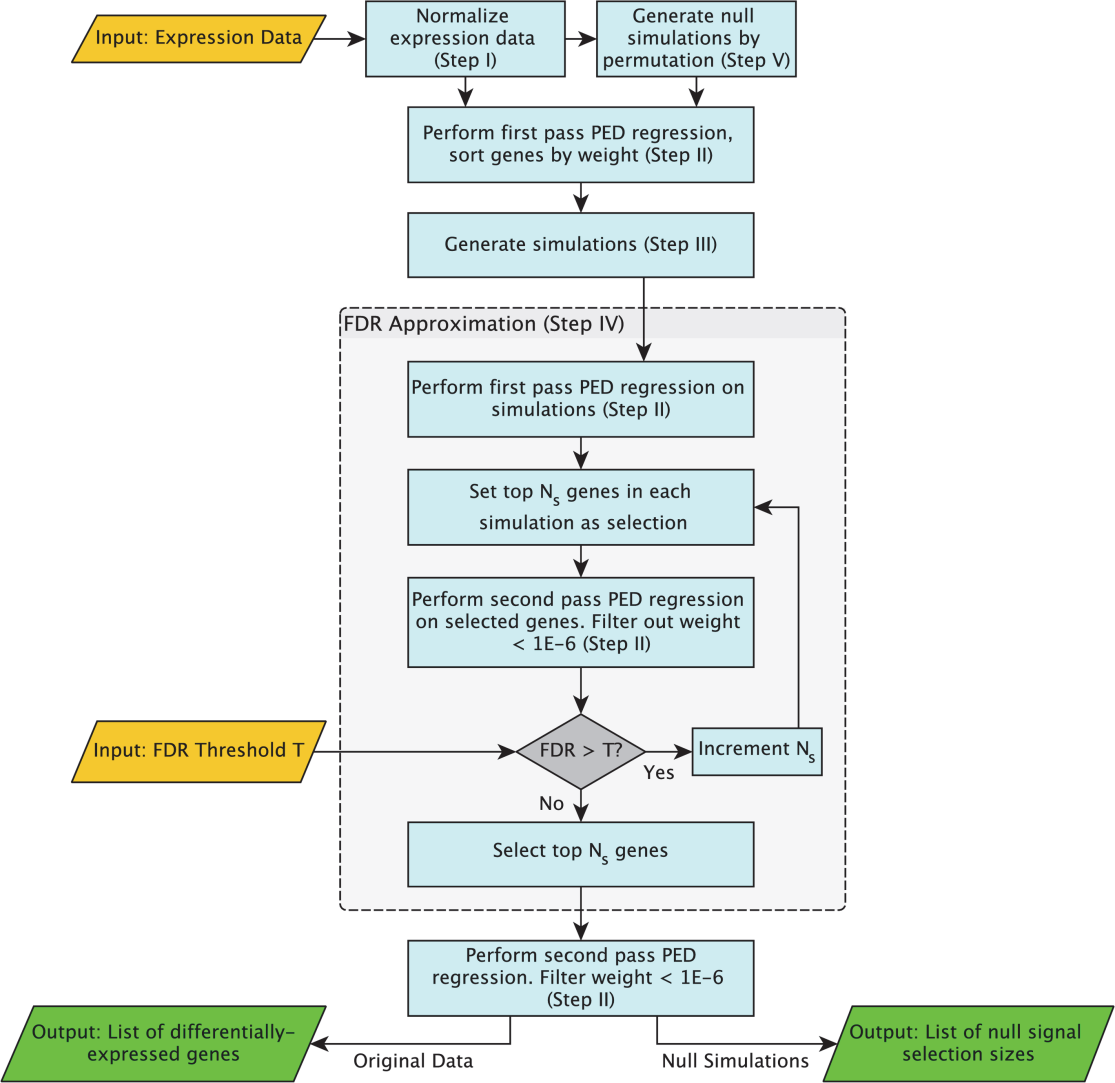
A schematic overview of gene selection by PED.

To determine a cutoff for significance, we generate simulations based on the experimental data (Step III). Starting from the most highly-ranked genes, we consider increasingly more genes to be provisionally differentially expressed, then use our simulations to estimate the false discovery rate of that selection. We increase the number of differentially expressed genes until the false discovery rate rises above a user-set threshold, at which point we stop and the selection is reported (Step IV). Finally, permutations of the original data, which contain the same data but with experimental labels scrambled, are analyzed as a null-signal control to test for overall presence of differential expression in the dataset (Step V).

Descriptions of each step of the method and several important implementation details are presented below.

#### Step I: Normalization

The average expression level of two different genes can easily differ by several orders of magnitude. Differences in the scales of gene expression can bias the results of penalized regression, which we use to rank the importance of genes. To prevent this bias, raw expression data are first centered and normalized by converting them into z-scores (so that each gene has average expression 0 and standard deviation of expression 1).

#### Step II: PED Regression

Our algorithm ranks the estimated importance of genes using PED, with a generalized linear model-based method. Generalized linear models are powerful and flexible tools for binary classification that have been adapted for variable selection. A generalized linear model is broadly defined by

$$\begin{array}{c} g\left(y_{i}\right)=x_{i}^{T}\cdot \beta \end{array}$$

where *y*_*i*_ is the expected value of the random univariate variable *y*_*i*_, *x*_*i*_ is a vector of regressor variables for the *i*th observation, *β* is a vector of parameters or regression coefficients and *g*:(*a*, *b*) → ℝ is a *link* function (usually a sigmoid function such as $g^{-1}(x)=\frac{e^{x}}{1+e^{x}}$ for the *logit* link or *g* ^−1^(*x*) = arctan(*x*) for the *cauchit* link). In the example of microarray data, *x*_*i*_ is a vector of gene expression values for the *i*th microarray sample in an experiment, and *y*_*i*_ is a numeric value corresponding to the experimental condition of the microarray (for example, control condition microarrays might be labeled with *y*_*i*_ = 0, and treatment condition microarrays with *y*_*i*_ = 1). The variable *β* is a vector of free parameters *β*_*j*_, which ‘weights’ the contribution of each gene *j*. The larger (the absolute value of) a component of *β*, the more strongly the corresponding component of *x*_*i*_ contributes to the overall sum $x_{i}^{T}\cdot \beta =\sum_{j=1}^{p}x_{ij}\beta j$, where *p* is the size of *x*_*i*_ (for microarrays, the number of genes on a chip).

Combining all of the samples in an experiment yields the expression

$$\begin{array}{c} g(Y)=X\beta \end{array}$$

where *X* is a matrix of expression values *x*_*ij*_ such that *x*_*ij*_ is the expression value for the *j*th gene from the *i*th sample, *Y* is a vector of classifications of each microarray, and *g*(*Y*) is *g*(⋅) applied to each element of *Y*. The goal of a GLM-based penalized regression technique is to choose *β* such that the above equation holds as closely as possible (i.e., ‖*g*(*Y*) − *Xβ*‖ ≍ 0) while minimizing the number of non-zero components of *β*. The result is a relatively sparse vector *β* whose non-zero components correspond to genes whose expression values contribute meaningfully to successful classification of a sample (in our case, a single microarray), which is taken to indicate differential expression of that gene.

To satisfy the above constraints, our method uses an efficient signal recovery strategy based on a pseudo-likelihood function shown to yield low false discovery rates and high signal recovery relative to other penalized regression methods (for example, Lasso or elastic net) when the number of replications is very small [27]. Our algorithm solves the following optimization problem

$$\begin{array}{c} \left({\hat{\beta }}_{1},{\hat{\beta }}_{2},...{\hat{\beta }}_{p}\right)=\underset{\beta =(\beta_{1},\beta_{2},...\beta_{p})}{\mathrm{argmin}}\{∥\tilde{Y}-\arctan\left(X\beta \right)∥+\lambda \sqrt{∥\beta ∥\cdot {\left|\beta \right|}_{1}}\}, \end{array}$$ (1)

where the components of $\tilde{Y}$ are $\frac{\pi }{2}$ and $-\frac{\pi }{2}$, and *λ* is a constant whose value is determined theoretically [27]. We retain the components of the solution *β* with the highest relative contributions, i.e. $\frac{|\beta_{i}|}{\left\|\beta \right\|}$. The particular choice of penalty term for the penalized Euclidean distance regression enables a unique grouping effect that involves the relative contributions of the components of the solution vector *β*, not just their absolute values. If the angle between columns *i* and *j* (taken as vectors in ℝ^*p*^) of the data matrix *X* is *θ*_*ij*_, then the penalized Euclidean distance regression method produces a vector of weights (rankings) *β* = (*β*_1_, *β*_2_…*β*_*p*_) such that $|\frac{{\hat{\beta }}_{i}(\lambda )}{\left\|\hat{\beta }(\lambda )\right\|}-\frac{{\hat{\beta }}_{j}(\lambda )}{\left\|\hat{\beta }(\lambda )\right\|}|\leq \frac{2\theta_{ij}}{\lambda }.$ Overall, the objective function used by the penalized Euclidean distance method facilitates reconstruction of weak signals in ill-defined situations without pre-estimates of the noise standard deviation. Notably, in numerical simulations with high dimensionality and very weak signals, the false positive rate of PED-based selection was much lower than that of either elastic net or Lasso [27].

Equation (1) can be substituted, and its solution well-approximated, with the computationally simpler problem

$$\begin{array}{c} \left({\hat{\beta }}_{1},{\hat{\beta }}_{2},...{\hat{\beta }}_{p}\right)=\underset{\beta =(\beta_{1},\beta_{2},...\beta_{p})}{\mathrm{argmin}}\{∥\tilde{Y}-X\beta ∥+\lambda \sqrt{∥\beta ∥\cdot {\left|\beta \right|}_{1}}\}, \end{array}$$ (2)

where here the components of $\tilde{Y}$ have large absolute value (here ±10^5^). To simplify computation, our algorithm performs PED regression in two passes. In the first pass, equation (2) is used to select a number of differentially expressed genes as an approximation to the final solution. The genes remaining after the first pass are used to optimize again using equation (1), and all genes with very low weight (∣*β*_*i*_∣ < 10^−6^) are removed.

#### Step III: Numerical Simulations

Once weights (the vector *β*) are assigned to genes, a threshold is chosen to separate differentially expressed and potentially non-differentially expressed genes. Genes with (absolute value) weight larger than the threshold are considered differentially expressed; genes with (absolute value) weight below the threshold are called as non-differentially expressed. Simulations based on the experimental data using a design similar to that of Singhal et al. [39] are used to determine an optimal number of selections. These simulations serve three purposes. Firstly, it “tunes” the threshold parameter, which may need to be set differently for different data sets. Secondly, it provides an estimate of the FDR of selections, which allows for control of the FDR. Finally, it serves as validation of the procedure—in effect, when run, our algorithm tests its own applicability on data resembling the researcher’s.

Simulations were designed with the following constraints:

1. Simulated data should mimic as closely as possible the intensity and differential expression patterns of the real data.
2. Simulated data should share, as much as possible, the correlation structure structure of the real data.
3. It must be known which genes are differentially expressed in simulation and which are not.

Simulations are based on an *n* × *P* matrix of real data *X*, where *X*_*ij*_ is the intensity of *i*th replicate of the *j*th gene. One experimental condition (typically the control condition), is chosen without loss of generality to be represented by the first *k* rows of *M*. The *k* × *P* matrix *X*_*cond*_ consisting of only those replicates is used to generate a simulated data matrix $\tilde{X}$.

To preserve as much correlational structure as possible, the first *k* rows of $\tilde{X}$ are set equal to the first *k* rows of *X*, so that the first experimental condition in simulation is identical to that of the real data. The mean *μ*_*j*_ and standard deviation *σ*_*j*_ of each gene *j* are then estimated from the *j*th column of *X*_*cond*_, and use those estimates to generate Gaussian-distributed data with the same parameters for the second simulation condition. That is, ${\tilde{X}}_{ij}=N(\mu_{j},\sigma_{j})$ when *k* < *i* ≤ *n*.

Differential expression is simulated by multiplying the second condition simulation data by a fold-difference if the fold-difference in the original data is large enough. First, the fold difference *f*_*j*_ in the original data is measured. The fold-difference for a gene *j* is defined as

$$\begin{array}{c} f_{j}=\left\{\begin{array}{cc} \frac{\mu_{j}^{2}}{\mu_{j}^{1}} & :\mu_{j}^{2}\geq \mu_{j}^{1}\\ -\frac{\mu_{j}^{1}}{\mu_{j}^{2}} & \mu_{j}^{2}<\mu_{j}^{1} \end{array}\right. \end{array}$$

where $\mu_{j}^{1}$ is the mean expression value of gene *j* for the first condition and $\mu_{j}^{1}2$ is the mean expression value of gene *j* for the second condition. If ∣*f*_*j*_∣ is greater than or equal to some threshold *T*, then each ${\tilde{X}}_{ij}$ is multiplied by *f*_*j*_ (or by $-\frac{1}{f_{j}}$ if *f*_*j*_ < 0) and that simulated gene is labeled as differentially expressed. If ∣*f*_*j*_∣ < *T*, then the second condition is left unchanged and that simulated gene is labeled as not differentially expressed.

In summary, each simulation data matrix $\tilde{X}$ is defined as:

$$\begin{array}{c} {\tilde{X}}_{ij}=\left\{\begin{array}{cc} X_{ij} & :i\leq k\\ N(\mu_{j},\sigma_{j}) & :i>k,|f_{j}|<T\\ f_{j}*N\left(\mu_{j},\sigma_{j}\right) & :i>k,|f_{j}|\geq T,f_{j}>0\\ -\frac{1}{f_{j}}*N\left(\mu_{j},\sigma_{j}\right) & :i>k,|f_{j}|\geq T,f_{j}<0 \end{array}\right. \end{array}$$

#### Step IV: FDR Estimation and Threshold Tuning

Once several simulations are generated from the user’s data, these simulations are used to estimate the largest number of genes that can be considered as differentially expressed while maintaining the FDR below a threshold (supplied by the user) This is achieved by iteratively increasing the selection size and checking the estimated FDR of the new selection until the FDR increases above the set FDR threshold.

Specifically, PED regression is first performed to rank the genes in each simulation. The FDR is then calculated for a very small selection threshold *n*_*s*0_ by taking the top *n*_*s*0_ genes in each simulation and calculating an empirical FDR, which is simply the number of genes correctly called as differentially expressed in the simulation divided by the selection size. Because the simulations are generated to have similar distributions, levels of signal, and correlation structure to the experimenter’s data, the FDR of selections in simulation is taken as an estimate of the FDR of our real data using the same selection size threshold *n*_*s*0_. The algorithm then iteratively increases the selection size *n*_*s*_ by some Δ*n*_*s*_ until the FDR of any one simulation grows beyond the user-specified threshold value. The last tested *n*_*s*_ before the FDR rises above the FDR threshold becomes the selection size used on the actual data set.

Because the selection of *n*_*s*_ is based on the *maximum* FDR among simulations, we expect selections by this method to be somewhat conservative. However, this choice of criteria for stopping iteration may be sensitive to outliers in FDR. More robust but less conservative stopping criteria could be employed—for instance, iteration could stop when the mean or 90% percentile of FDR among simulations rises above the FDR threshold.

#### Step V: Differential Expression Validation

To additionally guard against false discovery of differential expression when none is actually present, our method employs sample permutation to generate an estimate of the number of selections our method would make in the case of data similar to the user’s, but with no true differential expression. For each data set, the classification vector *Y* for that dataset is randomly permuted, theoretically removing any true differential expression from the data (null signal could also be generated by other methods, such as rotation [40]). Differential expression detection is performed as described above on the permuted data, and the sizes of the selections made are reported.

The result of the differential expression validation is a list of selection sizes made by the algorithm for different permutations of the original data. If there is true differential expression in the dataset, then there should be a strong difference between the number of genes selected by our method in the real data and the number selected in null datasets. In practice, because of the discreteness and limited number of permutations possible at small sample sizes, permutations do not completely destroy correlation between sample label and signal, so that significant numbers of genes can be selected even for permutations. We suggest that if more selections are made in the real data than in any of the permuted data cases, then there is a strong case for true differential expression in the experimenter’s dataset. The farther apart the selection sizes on the real data and permuted data, the greater the strength of evidence for differential expression in the dataset.

An experimenter can quantify the significance of the differential expression validation using Chebyshev’s theorem. Chebyshev’s theorem states that no more than $\frac{1}{k^{2}}$ of the values of any distribution can lie more than *k* standard deviations from the mean. By that rule, for example, a selection size more than 4.5 standard deviations from the mean of the observed null data selection sizes corresponds to a *p*-value of $p<1-\frac{1}{4.5^{2}}=0.05$. Chebyshev’s theorem can be used to estimate a highly conservative *p*-value for finding a selection size as extreme as that of the real data given the empirical distribution of selection sizes in permuted (null) data. This *p*-value is $\frac{1}{k^{2}}$, where *k* is the z-score of the original data selection size when grouped with the selection sizes of the permuted data.

### Method Overview

The following is an algorithmic summary of our selection method.

Input: The user provides a matrix of expression data, as described under “PED regression.” The user also sets an FDR threshold *T*. For instance, for a threshold of *T* = 0.05, no less than 95% of genes selected by the algorithm will actually be differentially expressed.

1. Convert expression data for each gene to z-scores (such that each gene’s expression vector has mean 0 and standard deviation 1) (Step I).
2. Real data first pass: using approximate PED regression according to equation (2), find weights for each gene to define an optimal classifier using the data (Step II).
3. Sort genes by the magnitude of their weights.
4. Generate simulations with known signal based on the real data (Step III).
5. Find a maximum selection size *n*_*s*_ that maintains FDR < *T* using simulations (Step IV):
  (a) For each simulation, set a selection size *n*_*s*_ = *n*_*s*0_.
  (b) Simulation first pass: optimize weights of differentially expressed genes using PED regression according to equation (2) on each simulation. Take the top *n*_*s*_ variables in each simulation as differentially expressed (Step II).
  (c) Simulation second pass: optimize weights of differentially expressed genes using PED regression according to equation (1), then filter out any genes *i* with weight ∣*β*_*i*_∣ < 10^−6^ (Step II).
  (d) Measure the FDR in the selection made in each simulation.
  (e) If the FDR of any simulation’s selection is greater than *T*, stop.
  (f) Otherwise, increment *n*_*s*_ by Δ*n*_*s*_ and go back to 5b.
6. Take the top *n*_*s*_ genes in the real data, sorted by weight according to PED regression.
7. Real data second pass: optimize weights of differentially expressed genes using PED regression according to equation (1), then filter out any genes *i* with ∣*β*_*i*_∣ < 10^−6^ (Step II).
8. Generate permuted versions of the real data as “null signal” cases (9 permutations for *n* = 3; more for larger datasets) (Step V).
9. For each permuted version of the data, perform steps 2–6. Report the number of selections in each permutation and compare to the number of selections in the real data to assess the presence of differential expression (Step V).

### Implementation Details

Code and documentation for PED-based selection are available at https://github.com/sclamons/PED. Gene selection by PED and differential expression validation were implemented as MATLAB scripts, which are also compatible with the free and open-source MATLAB-like environment Octave. The script *PED_select_genes* is used to run our algorithm on a single data set. We also include a script *PED_select_genes_batch* to run our algorithm on multiple datasets with a single command. Null-signal simulations were generated using the script *PED_generate_simulations* with the parameterization *min_fold_diff = inf*. We use the MATLAB package HANSO to solve the optimization problems given in equations (1) and (2).

To simplify computation of the objective function and achieve several theoretical properties during PED regression, we employ the first-pass approximation shown in equation (2), which produces a close approximation of the final solution [27]. Once most genes are filtered out by the first regression and selection, we optimize again with equation (1) and filter out any genes with extremely small weight (< 10^−6^). The results of this second pass are reported as the final selections.

We observed that weighting of genes are somewhat sensitive to the choice of classification vector *Y*, so that the set of genes with the highest weights are not the same when *Y* = [−1, −1, −1, 1, 1, 1]′ as they are when *Y* = [1, 1, 1, −1, −1, −1]′. Thus, for either choice of *Y*, some potentially important genes are missed by PED regression. We therefore perform each optimization twice, once for each version of *Y*, yielding two weights $\beta_{j}^{1}$ and $\beta_{j}^{2}$ for each gene *j*. We then set $\beta_{j}=\max(|\beta_{j}^{1}|,|\beta_{j}^{2}|)$. This way, our algorithm does not lose power due to arbitrary choice of *Y*.

In our implementation, size optimization is performed using 10 simulations per dataset and permutation tests are performed using 9 distinct permutations. To optimize the selection size *n*_*s*_, we first used $n_{s0}=\Delta n_{s}=\frac{n}{1000}$ to roughly estimate the correct choice of *n*_*s*_, then iterated again from the first stopping point with Δ*n*_*s*_ = 1 to more precisely determine optimal selection size.

### Validation

As a negative control experiment, we generated null-signal simulations using the same simulation strategy used in the selection method, but with the fold-difference threshold for differential expression set to +∞ so that no differential expression was introduced. We generated null-signal simulations based on the structure of our Notch-experiment microarray data for each comparison used in that experiment, then applied our selection method to these simulations. This experiment tested the behavior of our method when no differential expression is present in a dataset.

Whole mount in situ hybridization was employed for empirical validation of selected genes. In situ hybridization experiments were carried out using standard published protocols with minor modifications as previously described [30, 41].

Since developmental expression profiles are already known and publicly available for most annotated Xenopus genes on xenbase.org, validation was also performed bioinformatically. Expression information for genes selected as differentially expressed by PED between RNA from GFP injected embryos extracted at st. 18 and RNA extracted from st. 38 was compared with expression profiles for the closely related species *Xenopus tropicalis* available on xenbase.org [42]. GFP injected embryos were selected for this validation because GFP served as a control for the injection procedure and does not affect development.

### Comparison With Other Methods

For comparison, we applied several common penalized regression algorithms to our Notch perturbation dataset. Specifically, we used two implementations of Lasso and Iterative Sure Independence Screening (ISIS) [43]. Lasso was performed with the R package “glmnet”. A fit was calculated using the“cv.glmnet” function with binomial fit family, *α* = 1, and all other parameters default. Bayesian lasso was performed with the R package “monomvn” [44] by using the included function blasso with suggested default values. ISIS was performed with the R package “SIS”, using the function “SIS” with binomial fit family and 3-fold cross validation.

## Results

### Differential Expression Testing With Limma

Microarray data was initially analyzed by the Clemson University Genomics Institute using the limma package in Bioconductor R. We also performed this analysis to confirm the results. 

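The data were 27 Affymetrix Xenopus laevis arrays of RNA from pools of 10 embryos, each injected with 1.5 ng of RNA for GFP, DBM or NICD into 1 of the first 2 cells. DBM suppresses Notch signaling, NICD activates it, and GFP was the tracer and control. Embryos were taken at stage 18, stage 28 or stage 38, which gave 9 groups with 3 arrays each. Each array carried 32635 probe sets, 160 of them controls of the manufacturer. After RMA, array medians were 6.83 to 6.99 and single values 2.82 to 15.4 on the log2 scale. Hybridisation controls averaged 11.1 to 11.4 on arrays of stage 18, 10.2 to 10.5 at stage 28 and 10.6 to 11.5 at stage 38. Gene symbols were known for 15505 probe sets and covered 11303 distinct symbols. Symbols ending in .L and .S are the 2 copies of a gene in this tetraploid frog. No probe set was named for the injected GFP itself.

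The authors summarized the arrays by RMA, tested 6 comparisons with limma, and then selected genes with PED. Their RMA values on the log2 scale were used here unchanged. A single limma model with 9 groups was fitted to all 27 arrays. Each construct was compared with GFP of the same stage, stage 38 GFP with stage 18 GFP, and NICD with DBM. Differences are log2 construct minus GFP, or stage 38 minus stage 18. Genes passed at a Benjamini-Hochberg adjusted p below 0.05, and this adjusted p is called limma-adjusted p. Gene groups were 18 lists fixed beforehand, tested with camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays. Arrays of the same replicate number in a stage deviated together from their group means, so each count was also computed with the replicate number as a block. One block ran over all stages, and another was kept within each stage, a choice made after that pattern was seen. The shared model borrows error from all 9 groups, the block removes replicate differences, and the array left out matters with 3 arrays per group, so these 3 choices can change the numbers. PED itself, the Bayesian lasso and ISIS were not run here.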

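The injected constructs left different marks on single genes at stage 18. With NICD, hey1.S rose by 2.32 ± 0.12 (SE), from 8.14 ± 0.11 to 10.47 ± 0.29 (SD, n = 3), limma-adjusted p = 1.3e-10. This gene, entrez 399195 and probe set Xl2.469.1.S1_at, encodes a bHLH repressor that Notch switches on directly. The heart regulator gene hand1.L was at -0.80 and gata6.S at -0.66. In all, NICD changed 525 probe sets by limma, 286 higher and 239 lower, covering 255 symbols. DBM changed 0 by limma, and its lowest adjusted p was 0.31. For DBM, 1543 of 32635 probe sets had an unadjusted p below 0.05. Below 0.01 there were 315, against 326 for p-values spread evenly. Replicate deviations stay in the error of this fit, which made few false calls in simulated data that kept them. A count near 326 therefore cannot decide whether DBM effects are absent. The replicate number as 1 block gave 907 probe sets for NICD, and the block within each stage gave 4319 for NICD and 77 for DBM. With only replicates 2 and 3 at this stage, 1460 passed for NICD and 37 for DBM. NICD calls fell to 194 without GFP replicate 3, 203 without GFP replicate 2 and 319 without NICD replicate 2, and rose to 1529 without GFP replicate 1. Leaving out GFP replicate 1 also gave 30 for DBM. Fitted to its own 6 arrays alone, the NICD comparison gave 2 probe sets, or 516 with the replicate block, and array weights gave 3838 with all arrays.

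By stage 28 both constructs changed genes. DBM raised nerve genes, with crmp1.L, which guides axon growth, up by 0.88 ± 0.12 (SE). NICD lowered the lens gene crybb1.L (-1.92) and the globin gene hbd.S (-2.36). For hbd.S this was 7.41 ± 0.87 (SD, n = 3) against 9.76 ± 0.39 with GFP, limma-adjusted p = 0.0018. DBM changed 35 probe sets, 33 higher and 2 lower. NICD changed 212, with 135 higher and 77 lower. Of these, 56 were shared with NICD at stage 18, and 51 kept their direction. The block over all stages gave 65 and 366, and the block within each stage 634 and 2021, for DBM and NICD. Without 1 array the DBM count was 15 (DBM replicate 1), 11 (DBM replicate 3), 16 (GFP replicate 1), 11 (GFP replicate 2) or 83 (GFP replicate 3). The NICD count was 63 without GFP replicate 1, 35 without GFP replicate 2, 134 without NICD replicate 1, 26 without NICD replicate 2 and 52 without NICD replicate 3. Neither construct had a passing probe set when its own 6 arrays were fitted alone without a block, and with the replicate block these arrays gave 100 for DBM and 638 for NICD.

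At stage 38 the changes were few. The neuropeptide gene cck.L had 6.12 ± 0.06 (SD, n = 3) with DBM against 5.13 ± 0.08 with GFP, a rise of 1.00 ± 0.11 (SE). With NICD, ednrb2.S rose by 1.02 ± 0.14 (SE), a gene for an endothelin receptor of migrating pigment cells. The Wnt antagonist gene frzb.S fell by 1.05. DBM changed 4 probe sets, all higher, and NICD changed 31, of which 20 were higher and 11 lower. The NICD calls shared 9 probe sets with stage 28, all in the same direction. These counts were 36 for DBM and 396 for NICD with the block within each stage, and NICD had 49 with 1 block. DBM had 2 calls without GFP replicate 2, 2 without DBM replicate 3 and 7 without DBM replicate 1. NICD had 17, 9 and 10 without GFP replicates 1, 2 and 3, and 5, 12 and 82 without NICD replicates 1, 2 and 3. The 6 arrays of each comparison alone gave 0 for both, and with the replicate block 1 for DBM and 89 for NICD. Without dim probe sets DBM had 0 calls and NICD 11.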

Testing for differential expression with limma yielded very few differentially expressed genes (See Table 1).

**Table 1:** Selection sizes for Notch data with Limma.

Stage	DBM v GFP	GFP v NICD
18	1	8
28	0	2
38	0	0

However, an examination of the list of genes with particularly low *p*-values showed that many of the genes with particularly low p values were known through previous molecular studies to be regulated by the Notch signaling pathway. 

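Genes switched on by Notch were among those with the lowest p after NICD. At stage 18, hes5.1.S, entrez 733287 and probe set Xl2.48575.1.S1_at, rose from 8.52 ± 0.53 to 11.66 ± 0.24 (SD, n = 3), limma-adjusted p = 7.6e-09. It encodes a repressor that keeps neural cells from differentiating. The feedback inhibitor nrarp.S rose by 1.11 ± 0.10 (SE), and hes5.2.L and hes5.5.S by 2.85 and 1.74. With NICD at stage 28, nrarp.S was higher by 0.82 ± 0.10 (SE), and esr-5.L, an oscillating gene of the segmenting mesoderm, by 0.85. The pathway's own receptor and DNA-binding partner did not pass, with notch1.S at 0.04 and rbpj.S at 0.18 at stage 18.

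Among the 100 symbols of lowest p, the HES/HEY/Nrarp and Notch pathway symbols, 51 of 11303, numbered 11 with NICD at stage 18 (Fisher's exact test, adjusted p = 3.2e-12) and 4 at stage 28 (adjusted p = 0.0031). By chance 0.451 would be there. DBM at stage 18 had 0, and the other 3 comparisons had 1 each (adjusted p = 0.44). With 1 replicate block, stage 28 had 6 for NICD (adjusted p = 1.6e-05) and 3 for DBM (adjusted p = 0.021). The block within each stage left 2 for NICD and 2 for DBM at stage 28 (adjusted p = 0.11 each). Without NICD replicate 1 of stage 28, only stage 18 NICD passed. The paper proposes, from Notch-regulated genes at low p-values, that limma may have left the list of changed genes incomplete.

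As a group, the HES/HEY and Nrarp family was called by camera in the 6 comparisons at the preset correlation, but with an estimated correlation only with NICD at stages 18 and 28. It lay higher with NICD at each stage and, with DBM, higher at stage 18 and lower later. The group counts esr1.L and esr1.S, which are now symbols of an estrogen receptor. With NICD its median difference was 1.07 at stage 18 (camera adjusted p = 1.9e-21), where 11 of 21 passed, 13 adjusted over the list alone, and none was lower. At stage 28 the median was 0.65 (adjusted p = 3.3e-16), with 4 of 21 higher, and 15 higher and 1 lower adjusted over the list alone. The median was 0.22 at stage 38 (adjusted p = 2.0e-08, and adjusted p = 0.13 with an estimated correlation), where only esr-5.L passed, in 1 of its 2 probe sets. That probe set was up by 0.84 and the other by 0.19 (limma-adjusted p = 1.0), and the call was lost without NICD replicate 1 or GFP replicate 2 or GFP replicate 1 or NICD replicate 2 (adjusted p up to 0.24). With DBM, 0 of 21 passed limma at any stage. The DBM medians were 0.18 at stage 18 (adjusted p = 0.026, and adjusted p = 0.57 with an estimated correlation), -0.18 at stage 28 (adjusted p = 0.0021, and 0.44 with an estimated correlation) and -0.20 at stage 38 (adjusted p = 9.6e-06, and 0.23 with an estimated correlation). The stage 18 DBM call was lost without DBM replicate 1 (adjusted p = 0.34), GFP replicate 3 (0.44) or GFP replicate 2 (0.45), and the stage 28 DBM call without GFP replicate 3 (0.063).

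**Figure D1:**
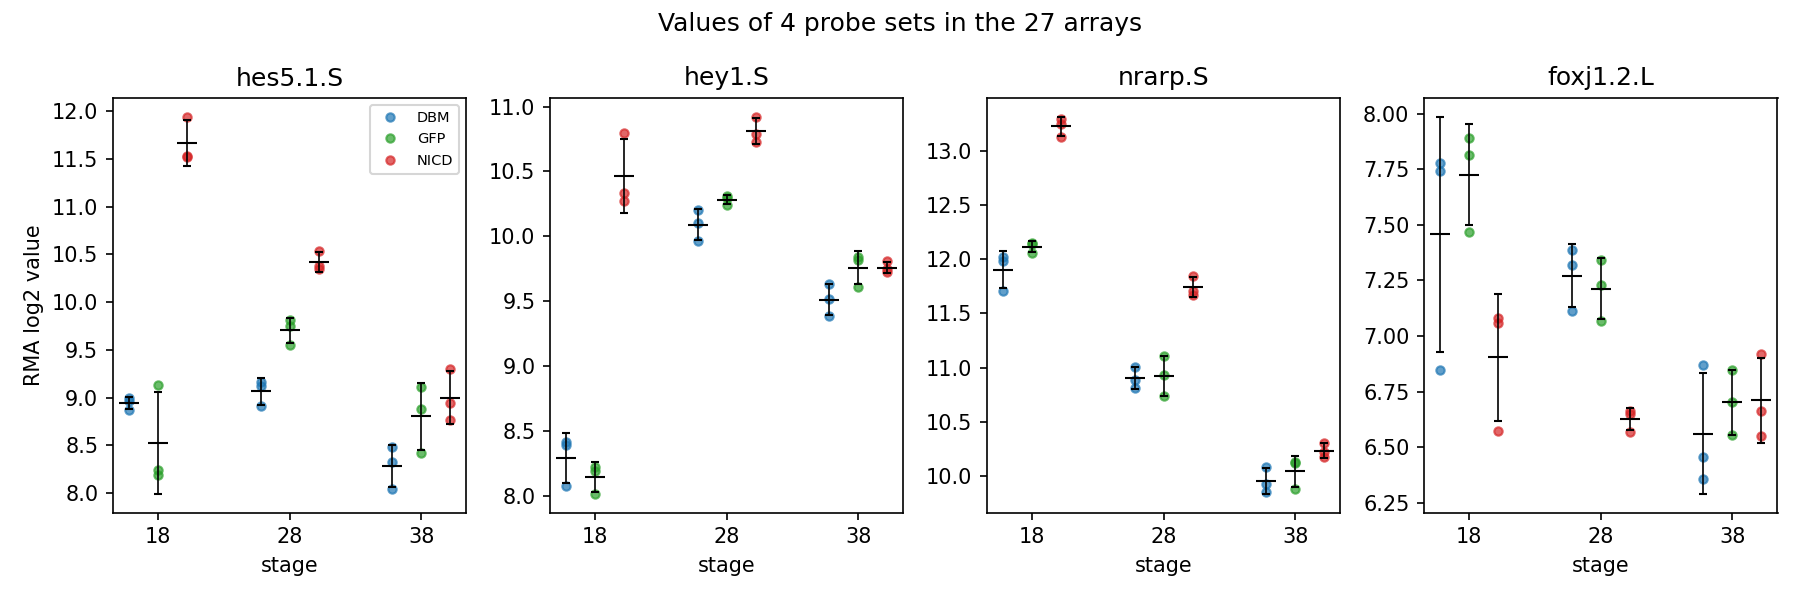
RMA log2 values of hes5.1.S, hey1.S, nrarp.S and foxj1.2.L on each array, by construct and stage. Bars give mean ± SD of 3 arrays.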

Even though these genes could not be reported as differentially expressed using accepted statistical analysis methods, the presence of so many known Notch regulated genes suggested that this list and the standard approach may be under-representing differentially expressed genes, warranting an alternative method more appropriate for data with low *n* and high dimensionality.

### Differential Expression Testing Using PED

We applied the PED-regression-based method to our microarray data with an FDR threshold of 0.01 in order to recover a more complete list of differentially expressed genes (S1 Table, S2 Table, S3 Table, S4 Table, S5 Table, S6 Table). 

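The PED tables and limma shared part of their genes where both could be read. For NICD at stage 18, listed genes that limma also called included cdx1.S, a posterior patterning gene (0.95), kremen2.S, a Wnt regulator (1.17), and ttyh1.L (1.62). Called but not listed were ca12.L (-1.03) and dpysl4.L (-0.96). For DBM at stage 28 the listed genes that limma also called included the neuronal genes gap43.S (0.67) and sncb.S (0.89). With NICD at stage 28, the tables listed bmp2.S (0.56) and hoxc6.S (0.61) but not hbd.S.

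Of each table but S5 only a part was used here, in S1 to S4 the first probe sets by name, with 460, 482, 502, 513, 278 and 487 probe sets for S1 to S6. Within the names covered, limma called 110 probe sets for NICD at stage 18, and 74 of them were in the table. For DBM at stage 28 it was 16 of 20, for NICD at stage 28 56 of 74, and for DBM at stage 38 3 of 4. With the block within each stage a smaller share of the calls was listed: 277 of 973 for NICD at stage 18, 88 of 260 for DBM and 272 of 638 for NICD at stage 28, and 16 of 36 for DBM at stage 38. For DBM at stage 18, which had no call without a block, it was 8 of 52. Listed probe sets had small differences, with a median size of 0.214 log2 in S1, 0.318 in S2, 0.240 in S3 and 0.332 in S4. An unadjusted limma p below 0.05 was found for 35.9% of those in S1, 64.5% in S2, 42.6% in S3, 62.6% in S4, 38.1% in S5 and 39.8% in S6. The direction column of the tables matched the sign of NICD minus GFP for 100% of the listed probe sets in S2, S4 and S6. In the DBM tables it matched the sign of DBM minus GFP for 0%. The titles name DBM before GFP and GFP before NICD, so the column went with the second-named group minus the first.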

The results are summarized in Table 2.

**Table 2:** Selection sizes for Notch data and the permutations of the real data with 1% empirical FDR.

	Real Data	Permuted Data									z-score	Chebyshev p-value
18_DBM_18_GFP	781	326	31	36	229	33	34	197	199	322	4.99	0.04
18_GFP_18_NICD	2438	135	29	15	163	27	21	128	118	2149	3.07	0.11
28_DBM_28_GFP	1155	131	40	397	128	163	161	44	70	381	7.40	0.02
28_GFP_28_NICD	1595	56	10	57	60	97	60	17	54	95	52.49	3.6E-4
38_DBM_38_GFP	238	84	99	34	76	54	87	106	83	68	7.24	0.02
38_GFP_38_NICD	752	64	1	0	448	4	3	514	1	0	3.05	0.11

Notably, in every case, our selection method labeled many more genes as differentially expressed in the data than in permuted controls, indicating that these selections are unlikely to be the product of spurious selection of truly random data. 

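Swapping arrays between the groups tests whether the labels carry the effect. NICD at stages 18 and 28, where the HES/HEY and Nrarp family and the ionocyte list were called, separated more probe sets at an unadjusted p below 0.01 with its real labels than with any other. At p below 0.05 this no longer held at stage 18, with 3043 against 4639 in another split. At an unadjusted p below 0.01 and with limma on the 6 arrays alone, real labels gave 934 for NICD at stage 18, against at most 729 in the other 9 splits. At stage 28 NICD had 1172 against 747. DBM at stage 28 had 525 against 642, and 4 of 10 splits were as large. At p below 0.001 DBM at stage 28 came first, with 79 against 54. NICD at stage 38 had 307 against 666, with 7 of 10 as large. DBM gave 109 against 1060 at stage 18 (6 of 10) and 124 against 941 at stage 38 (7 of 10). With 10 splits no share under 0.05 can be reached.

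The large counts came from splits that kept 2 arrays of a replicate number together and so followed the replicates. Among the 4 splits that part all 3 replicate pairs, real labels came first in 5 of the 6 comparisons, all but DBM at stage 18, where 197 was higher. The highest other such split was 148 for NICD at stage 18, 77 for DBM and 79 for NICD at stage 28, and 30 for DBM and 25 for NICD at stage 38. These splits were singled out after results were seen. With only 4 of them the real labels can often come first by chance, and no share under 0.05 can be reached. The paper concludes that its selections, larger in real than in permuted data, are unlikely to come from random data.

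**Figure D2:**
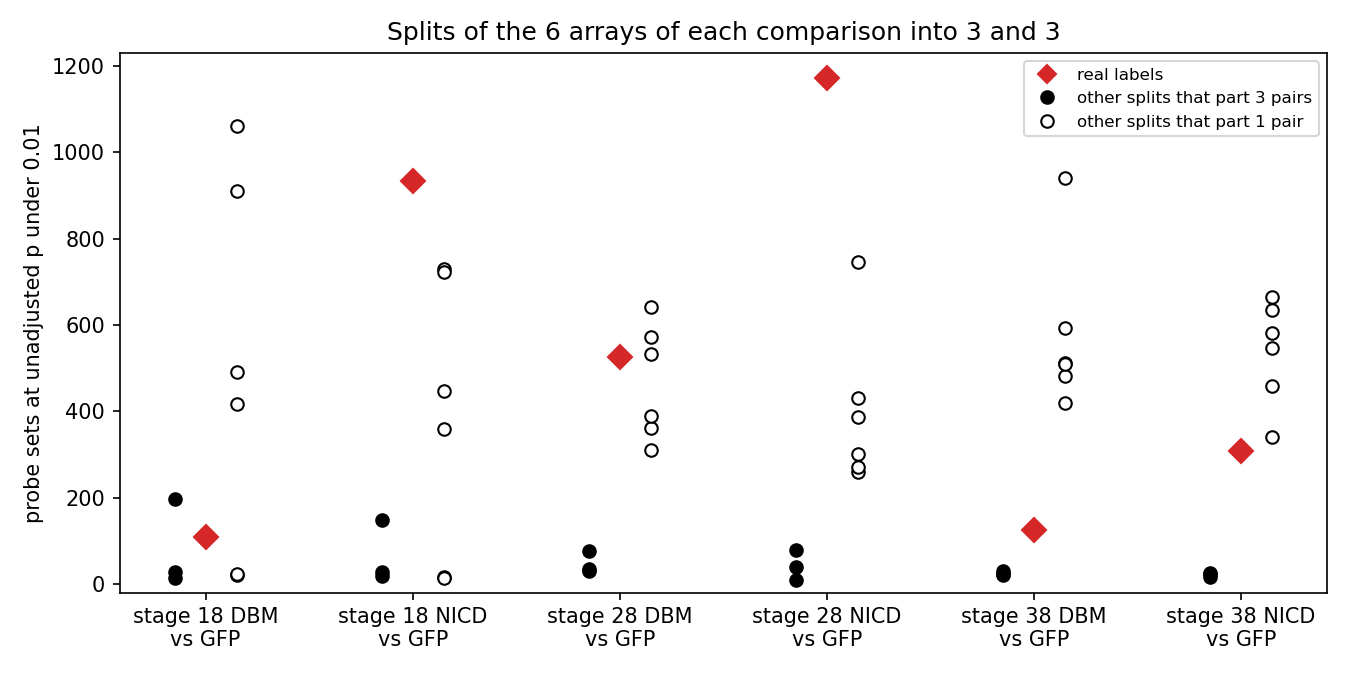
Probe sets at an unadjusted p below 0.01 for real labels and for other splits of the 6 arrays, by whether a split parts 3 or 1 replicate pairs.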

All genes that were labeled as differentially expressed by limma (after BHY adjustment) were also selected as differentially expressed by PED.

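The genes called by the authors' limma include developmental regulators. For NICD at stage 18, fgf20.L, a growth factor gene, was up by 0.87 here (limma-adjusted p = 7.5e-04). The retinal gene rax.S was at -0.78 (adjusted p = 0.15, and 9.8e-05 with the block within each stage), ak3.L, a mitochondrial kinase gene, at 0.31 (0.33 and 0.011), and the tight junction gene cldn4.L at -0.16 (0.55 and 0.25). For NICD at stage 28, sp5l.S, a Wnt target of the tail, was up by 0.86 (adjusted p = 0.0061). With DBM at stage 18, atp5po.L, of the ATP synthase, was at 0.16 with an adjusted p of 1.0.

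The deposited adjusted p of the authors lay below 0.05 for 1 probe set with DBM at stage 18, 8 with NICD at stage 18 and 2 with NICD at stage 28, 11 in all. Of these, 5 had no gene symbol. The part of the PED tables used here covers the name of 1 of the 11, a probe set without symbol at stage 28, and it is listed there. After Benjamini-Yekutieli adjustment limma here kept 118 probe sets for NICD at stage 18 and 15 at stage 28. With 1 array left out the stage 18 count ranged from 49 to 222. The stage 28 count fell to 0 without GFP replicate 2, NICD replicate 2 or NICD replicate 3. DBM kept 0, 6 and 3 over the 3 stages, and NICD at stage 38 kept 4.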

Selection sizes for our data were consistently greater than selection sizes for null-permuted data. Using Chebyshev’s theorem, we obtained *p*-values for the observed difference in selection sizes. Chebyshev-based *p*-values were only significant for four out of the six comparisons tested. However, it should be noted that because Chebyshev’s theorem does not make any distributional assumptions about the data, it is extremely conservative—it effectively gives an upper bound for *p*-values calculated for *any* assumed distribution.

As a negative control, we generated one simulation with no differential expression for each contrast in our experiment, then applied our selection method to those simulations. 

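Embryos with GFP alone served as the source of arrays without any Notch effect. The 3 GFP arrays of a stage were compared with 3 arrays simulated from the mean and SD of each probe set in that group, 20 times per stage. On average 1.45 ± 1.28 (SD) probe sets at stage 18 had an unadjusted p below 0.01. The mean was 2.2 ± 1.88 at stage 28 and 2.05 ± 1.40 at stage 38. Single draws ranged from 0 to 6. No draw had a probe set after adjustment. Because each simulated group is drawn around the mean and SD of the arrays it is compared with, low counts follow from the construction and say nothing of how strict limma is. In the simulated arrays probe sets vary independently, unlike those of embryos that share a replicate number.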

The results are summarized in Table 3.

**Table 3:** Selection sizes for simulated data with null signal and its permutations.

	Null Signal Data	Permuted Null Data									z-score	Chebyshev p-value
18_DBM_18_GFP	7	16	14	17	25	30	19	242	198	257	0.782	1
18_GFP_18_NICD	7	11	25	10	26	21	26	196	240	202	0.792	1
28_DBM_28_GFP	0	0	45	14	0	0	0	4	0	0	0.467	1
28_GFP_28_NICD	0	87	23	47	93	55	8	21	27	23	1.41	0.50
38_DBM_38_GFP	8	96	70	69	52	34	49	129	128	118	2.07	0.23
38_GFP_38_NICD	2	39	84	54	48	47	42	43	54	65	3.62	0.08

As a positive control of differential gene expression discovery, we applied our method (again with an FDR threshold set to 0.01) to the comparison: GFP-injected stage 18 versus stage 38. Differential expression in that contrast is driven by transcriptional differences between stages, which are large relative to perturbations induced by DBM or NICD injection. 

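Growth from neurula to swimming tadpole changed many genes. The serum protein gene apoa1.S rose from 4.29 ± 0.40 to 14.34 ± 0.26 (SD, n = 3) and ttr.L, another, by 8.83. The calcium binding gene ocm4.5.S rose by 9.90. The gene has1.S, which makes hyaluronan, fell from 14.63 ± 0.01 to 5.49 ± 0.57 (SD, n = 3), and cdx4.L had a difference of -6.40.

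The median size of the difference over all probe sets was 0.524 log2 between the stages. It was 0.0958 for DBM and 0.121 for NICD at stage 18. Stage 28 had 0.0941 and 0.0969, and stage 38 had 0.0678 and 0.0731. At the 99th percentile the stage difference was 4.56, against 0.792 for NICD at stage 18, the largest of the 6. Of the called probe sets, 9066 differed more than 2-fold between the stages. Whether any single gene differs more between stages than between constructs was not tested.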

Under these conditions, 20,544 genes were detected as differentially expressed. 

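Between stage 18 and stage 38 segmentation genes fell as a group, and single genes of many tissues changed. Muscle genes such as casq1.S rose (6.56), as did neuronal genes such as cplx1.L (6.70) and the kidney gene fxyd2.S (6.12), although the pronephros list was not called and had a median of -0.34. Of the segmentation genes msgn1.L was at -5.98, and cell cycle genes fell such as mcm6.L (-4.56). Of the Notch targets, esr-5.L fell by 5.37. In all 20847 probe sets passed by limma, 63.9% of those on the array, with 8758 higher and 12089 lower. Of the 160 manufacturer controls, 67 were among them. Array processing was not separated from stage, so these control calls leave open how much of the count comes from development. They covered 8438 symbols.

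Camera called 12 of 18 gene lists. Only the segmentation genes also held with an estimated correlation, with a median of -2.49 (adjusted p = 3.9e-11, and 0.0025 with an estimated correlation) and 34 of 42 lower against 4 higher. Higher lists were neuronal differentiation with 44 of 66 genes higher (1.61, adjusted p = 2.5e-08, and 0.19 with an estimated correlation) and muscle with 37 of 47 (1.99, 4.2e-09, and 0.13 with an estimated correlation). The eye list had 32 of 51 (1.37, 3.9e-05, and 0.23 with an estimated correlation), blood and endothelium 26 of 43 (0.93, 0.035, and 0.28 with an estimated correlation) and endoderm 27 of 55 (0.30, 0.025, and 0.28 with an estimated correlation). Ubiquitously used genes, 12 of 19 higher, had 0.29 (adjusted p = 0.043, and 0.19 with an estimated correlation). That call was lost with the replicate block (0.051) and without stage 18 GFP replicate 2 (0.051) or stage 38 GFP replicate 1 (0.054).

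Lower lists were cell cycle with 63 of 92 lower (-0.69, adjusted p = 2.2e-06, and 0.19 with an estimated correlation) and neural progenitors with 25 of 37 (-0.89, 7.2e-05, and 0.28 with an estimated correlation). Epidermis had 22 of 30 lower (-0.97, 0.0010, and 0.28 with an estimated correlation) and multiciliated cells 26 of 45 (-0.54, 0.0071, and 0.47 with an estimated correlation). The HES/HEY and Nrarp family had 13 of 21 lower and 4 higher (-0.80, 0.017, and 0.44 with an estimated correlation). For ionocytes, pronephros and stress genes, which were not called, the sign of the median differed from that of the mean or of the test.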

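A stricter adjustment left the stage genes largely in place. The blood gene hbd.S rose by 8.46 between stage 18 and stage 38, the glial gene fabp7.L by 8.02 and the troponin gene tnni3.L of the heart by 4.08. The early gene ventx2.1.L, a BMP effector, fell by 6.05, and the larval keratin gene krt70.L also fell (-4.15). The pigment gene tyrp1.L rose by 4.67. With Benjamini-Yekutieli adjustment at 0.05, 16642 probe sets passed in this comparison. Leaving out any 1 array kept the Benjamini-Hochberg count between 19533 and 20204, and the 6 GFP arrays alone gave 19384.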

We obtained similar results by applying limma to the same contrasts with BHY correction at *α* = 0.05 (data not shown).

### Validation of Selection Results

Several different approaches were employed to validate our selection procedure. Firstly, we validated a number of samples empirically. Since the fold differences in our experiments were virtually all significantly less than 2, qRT-PCR was not an appropriate technique, since it reliably detects differences that are more than twofold in magnitude. 

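Large fold changes belonged to few genes and mostly to NICD. At stage 18 the HES genes hes5.1.L (2.54) and hes5.2.S (2.51) were over 2-fold, as were ambp.L (2.49), a serum protein gene, and szl.S (-1.41), a ventral BMP feedback gene. At stage 28 wnt8a.L (1.02), a signal of the tailbud, passed the 2-fold mark with NICD, and nefm.S with DBM (1.15).

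Of the probe sets called for NICD, 86.5% lay under 2-fold at stage 18, 86.3% at stage 28 and 80.7% at stage 38. It was 85.7% for DBM at stage 28 and 100% at stage 38. Counted without a test, 128 probe sets were over 2-fold for NICD at stage 18, of which 71 were called. Stage 28 had 62 with 29 called, and stage 38 had 18 with 6 called. DBM had 5, 6 and 2 over 2-fold at stages 18, 28 and 38, with 0, 5 and 0 called.

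These counts moved when 1 array was left out. In every comparison but NICD at stage 18 they rose whichever array was left out. Such a rise can come from the noisier means of groups with 1 array fewer. NICD at stage 18 had 325 without GFP replicate 1 and 230 without NICD replicate 1, and at stage 28 it had 120 without GFP replicate 3 and 116 without NICD replicate 1. At stage 38 NICD had 40, 52 and 35 without GFP replicates 1, 2 and 3, and 28, 38 and 82 without NICD replicates 1, 2 and 3. DBM at stage 18 had 65, 16 and 17 without DBM replicates 1, 2 and 3, and 89, 17 and 16 without GFP replicates 1, 2 and 3. At stage 28 DBM had 27, 24 and 27 without its replicates, and 25, 18 and 28 without those of GFP. At stage 38 these were 25, 20 and 22, and 12, 19 and 14.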

We therefore conducted in situ hybridization on selected genes and assayed for differences in expression. Of the five genes tested—several of which were not previously known to be regulated by Notch signaling—all five validated the PED selections (data now shown).

Secondly, we validated the selection procedure bioinformatically using existing expression information from multiple databases available on xenbase.org. To do so we compared genes selected as differentially expressed by PED for GFP injected embryos at stage 18 and stage 38 with known expression profiles. GFP was used as an injection control, and GFP embryos display normal development. Of the genes selected as differentially expressed, 200 genes were randomly sampled. Of these 182 (91%) were validated by known expression data from *Xenopus tropicalis*.

Finally, our selection procedure includes a simulation step designed to both validate and tune the procedure for the user’s data set. These simulations use a fold-difference criteria to estimate the level of signal present in the user’s data, then add a random, normally-distributed condition to one of the user’s condition data. Our procedure uses these simulations to tune the selection size to maintain an estimated false discovery rate below a user-set threshold.

### Comparison with Other Methods

A number of analysis methods exist for variable selection using penalized regression techniques. For comparison with our method, we applied lasso, Bayesian lasso, and ISIS, to our dataset. Selection sizes by each method are shown in Table 4. Both methods detected significantly fewer genes as differentially expressed than our method, and in some comparisons detected even less differential expression than Limma.

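The lasso kept very few genes of the embryo. For NICD at stage 18 it chose en2.L, a gene of the midbrain and hindbrain boundary (-0.31), ak3.L, rax.S, cldn4.L and cygb.S, and 1 probe set without a symbol. Between stage 18 and stage 38 of GFP it chose 30 probe sets, among them apoa1.L, egfl6.S, sp5l.S, ventx2.1.S, gata3.S and gnat1.L. For the other 5 comparisons it chose 0 at its default penalty. These selections came from glmnet with cross-validation over 6 arrays, 1 left out at a time. At the penalty of lowest error they were 9 for NICD at stage 18, 1 at stage 28 and 4 at stage 38, and 31 between the stages. The order of the probe sets in the table also mattered. In reverse order, a setting tried after the number was seen to move, the lasso chose 2 for NICD at stage 18 and 39 between the stages. The Bayesian lasso and ISIS named by the paper were not analysed here.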

**Table 4:** Selection sizes for Notch data with other variable selection methods.

Comparison	lasso	Bayesian lasso	ISIS
18_DBM_18_GFP	0	5	1
18_GFP_18_NICD	3	5	1
28_DBM_28_GFP	0	5	1
28_GFP_28_NICD	0	5	1
38_DBM_38_GFP	0	5	1
38_GFP_38_NICD	0	5	1
18_GFP_38_GFP	31	5	1

## Discussion

Although many methods exist for analysis of microarray data, none are known to reliably function for single-channel microarray data with ultra-low sample size, for instance with *n* = 2 or 3. Most statistical tests, such as the *t*-test or even limma, require substantial adjustment for multiple hypothesis testing [5]. This adjustment can be too stringent, leading the investigator to throw out the true positives with the false positives. A large enough sample size can compensate for the low statistical power of adjusted tests, but sample sizes in microarray studies are often limited by cost or sample availability.

Another approach to the analysis of microarray data comes from microarray classification research, which considers the problem of automatically creating a set of rules that can identify the sample type of a previously uncategorized microarray (see Ma and Huang [13] for an overview of classification methods and their application to selection). One challenge for classification algorithms when applied to microarray experiments is the extremely high dimensionality and small number of samples they typically employ. When data is “sparse” in this way, most classification algorithms have no unique solution. Without sufficient constraint, classifiers produce rules describing the noise in the data as well as the underlying biological difference, called “overfitting.”

One solution to the “*p* ≫ *n*” problem is penalized regression, in which solutions to the classification problem are penalized for using additional information [13, 15]. This “soft” form of dimension reduction encourages solutions using a minimum amount of information (taken from a minimum number of variables) over those that overfit, without requiring *a priori* knowledge of the amount or degree of differential expression in the data. Since penalized regression naturally separates significant variables from non-significant variables, the technique can also be used for variable selection, and has been suggested as a means of detecting differentially expressed genes [19, 24]. Unfortunately, classification techniques usually try to extract the *minimum* set of genes required to make a classification, whereas an investigator looking for differential expression in a microarray experiment typically seeks *all* of the differentially expressed genes. Furthermore, the penalized regression methods so far employed for classification and variable selection in microarray experiments typically require tuning using cross-validation [16–23], which is not feasible for experiments with extremely limited sample size [26].

We present a GLM-based, penalized binomial regression approach for analyzing microarray data that uses data-based simulations to tune selections, thus avoiding the need for cross-validation and maximizing the number of differentially expressed genes detected by the algorithm. Because it does not require cross-validation, this method can be applied to experiments with extremely low sample size (*n* > 1), and it can detect large numbers of differentially-expressed genes in cases when exiting methodologies (including lasso, Bayesian lasso, and SIS/ISIS) cannot. Our method has been implemented as a set of functions in MATLAB. As input, the code requires a two-condition experimental matrix in a custom-format CSV file. For ease of use with existing data, we provide a MATLAB script to generate such CSV files from DataMatrix objects (which are produced by many components of MATLAB’s Bioinformatics Toolbox). The code will run on any two-condition experiment with at least two samples per condition. Our algorithm allows the user to choose an acceptable false discovery rate for differential gene discovery. The FDR can be set higher for increased statistical power, or lower for more accurate selections.

We also provide a permutation-based differential expression test, which can verify the presence of differential expression in an otherwise ambiguous dataset. The differential expression test produces selection sizes for sample permutations of the data, which represents a null distribution of selection size. Sets with differential expression will produce much larger selection sizes in the actual data than in the permuted data, while sets with no differential expression will produce similar selection sizes for all tests. We recommend either 1) considering the data differentially expressed if the data show a larger selection size than any permutation or 2) using Chebyshev’s theorem to estimate a highly conservative *p*-value for the selection size, as described in Materials and Methods.

There is potential for expansion of our algorithm. With few modifications, it could be applied to RNA-seq expression data. Our algorithm’s performance is currently quite slow, despite optimization—analysis of a single data set with *n* = 3 and 32,635 genes can take anywhere from hours to a few days on a 4-core Intel machine. Much of the processing time to run our algorithm is devoted to large matrix operations that could be optimized further, delegated to the GPU or other SIMD hardware, or both. Finally, we hope to expand our algorithm to handle complex experimental designs more naturally.

Our method meets an important need for analysis tools capable of analyzing ultra-low sample-size datasets with extremely high dimensionality with enough power to apply pathway analysis and other forms of global expression analysis. Many such datasets exist, and we believe that applying our PED-based approach could yield a plethora of new insights from experiments that have already been performed.

## Supporting Information

S1 Table Differentially expressed genes detected by PED with FDR < 0.01 for Stage 18, DBM vs GFP.

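With DBM at stage 18, no gene passed limma, and no list was called with an estimated correlation. At the preset correlation ionocytes and mucus-secreting cells lay lower, and so did multiciliated cells and epidermis, while the segmentation genes lay higher. Of the genes with the lowest p, mthfsd.L was at 0.88 ± 0.16 (SE) with a limma-adjusted p of 0.31 (0.0024 with the block within each stage). The mesoderm ligand gene pnhd.L was at 0.53 (0.31 and 0.022) and the endoderm gene darmin.L at 0.37 (0.50 and 0.022). Ionocyte and mucus genes had a median of -0.18 (adjusted p = 1.5e-04, and 0.12 with an estimated correlation), with 17 of 22 below 0. The multiciliated list was at -0.13 (adjusted p = 0.0018, and 0.56 with an estimated correlation), with 35 of 45 below 0, epidermis at -0.12 (adjusted p = 0.0031, and 0.44 with an estimated correlation) and segmentation at 0.09 (adjusted p = 0.023, and 0.30 with an estimated correlation). In these 4 lists 0 genes passed, also adjusted over each list alone. Without DBM replicate 1 the segmentation (adjusted p = 0.34), multiciliated (0.90, median 0.0077) and epidermis (0.73) calls were lost. They were also lost without GFP replicate 3 (0.060, 0.074 and 0.074), and the first 2 without GFP replicate 2 (0.081 and 0.065). Neuronal differentiation was at -0.04 (adjusted p = 0.075) and not called.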

S2 Table Differentially expressed genes detected by PED with FDR < 0.01 for Stage 18, GFP vs NICD.

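With NICD at stage 18 the lists of ionocytes, multiciliated cells and 6 other differentiating tissues lay lower, and of these only ionocytes held with an estimated correlation. Ionocyte genes that fell include the vacuolar pump gene atp6v1g3.L (-1.08), foxi1.L, which specifies these cells (-0.91), ubp1.L (-0.84) and ca2.L (-0.92). Of multiciliated genes, ccno.S, needed to build many centrioles, fell by 1.21 ± 0.18 (SE). The geminin genes gmnn.L (1.11) and gmnn.S (0.89) rose, as did tbxt.S of the mesoderm (0.79), and epidermal tp63.L (0.54).

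Ionocytes and mucus-secreting cells had 9 of 22 genes lower, 14 lower and 2 higher adjusted over the list alone, and a median of -0.40 (adjusted p = 3.5e-10, and 0.017 with an estimated correlation). Multiciliated cells had 4 of 45 lower, 18 over the list alone, at -0.51 (adjusted p = 1.6e-14, and 0.12 with an estimated correlation). The regulator foxj1.2.L was one of the 4 at -0.82, and its call was lost without GFP replicate 3 or GFP replicate 2 or NICD replicate 1 or NICD replicate 2 (adjusted p up to 0.19). The calls of ccno.L and meig1.S were also lost without any 1 of the first 3 of these arrays (limma-adjusted p up to 0.18). Heart had 3 of 28 lower, 7 over the list alone, at -0.03 (adjusted p = 0.0024, and 0.10 with an estimated correlation). Without NICD replicate 3 its median was 0.0042, with the test still lower (0.0040). Neuronal differentiation had 3 of 66 lower, 5 over the list alone, at -0.08 (adjusted p = 4.1e-04, and 0.44 with an estimated correlation), and runx1.L of sensory neurons was at -0.97. In blood and endothelium 1 of 43 was lower, 5 over the list alone, with -0.12 (adjusted p = 0.0019, and 0.17 with an estimated correlation).

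Neural crest had 5 of 32 lower and 1 higher, 8 and 2 over the list alone, at -0.08 (adjusted p = 0.015, and 0.44 with an estimated correlation). The crest regulator snai2.L was at -0.71, while pax7.L went the other way (1.12). That list's call was lost without NICD replicate 1 (0.12) or GFP replicate 3 (0.070). The eye list had 2 of 51 lower, 3 over the list alone, at -0.06 (adjusted p = 0.010, and 0.52 with an estimated correlation), and lost its call without NICD replicate 1 (0.084). In muscle 0 of 47 passed, 2 lower over the list alone, at -0.13 (adjusted p = 0.0028, and 0.44 with an estimated correlation), and its call was lost without GFP replicate 2 (0.071). Not called were neural progenitors, with 5 of 37 higher, segmentation, with 3 of 42 higher, epidermis, with 2 of 30 higher, and pronephros, where lhx1.L was lower (-0.74). The pronephros list had an adjusted p of 0.054, and 0.038 with 1 replicate block or 0.043 with the block within each stage.

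**Figure D3:**
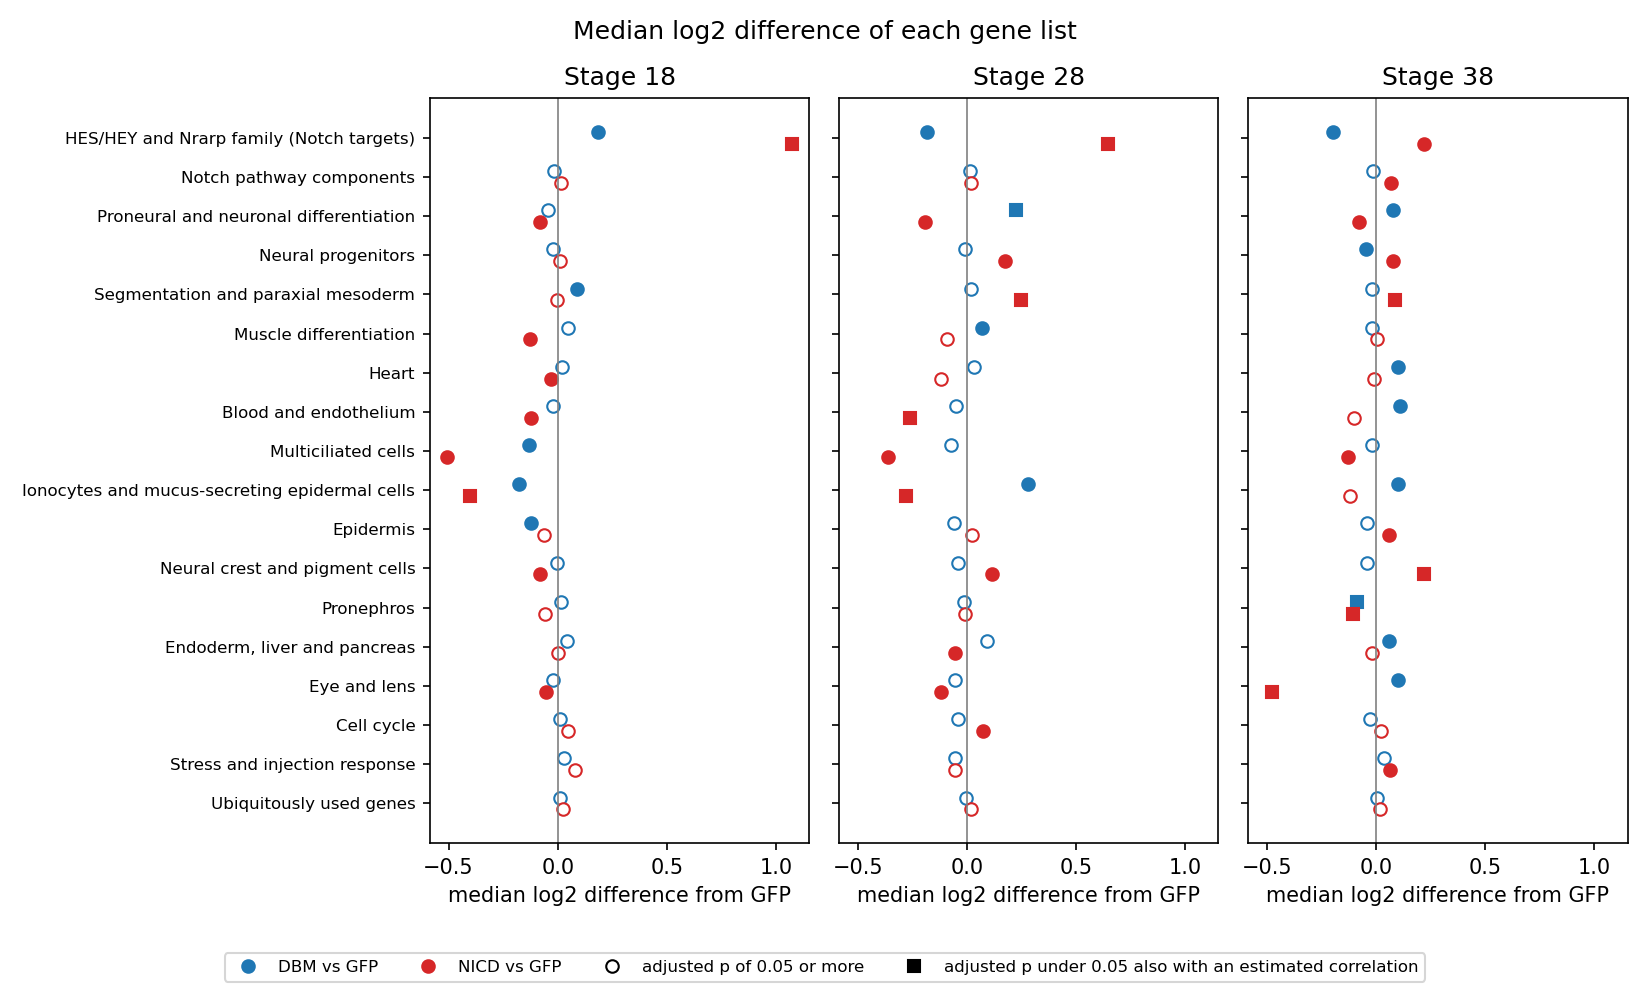
Median log2 difference from GFP of each gene list at the 3 stages, for DBM and NICD. Filled marks passed, open marks had an adjusted p of 0.05 or more, and squares also held with an estimated correlation.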

S3 Table Differentially expressed genes detected by PED with FDR < 0.01 for Stage 28, DBM vs GFP.

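DBM at stage 28 raised genes of differentiating neurons. The neurofilament genes nefm.S, at 8.60 ± 0.14 (SD, n = 3) against 7.45 ± 0.13 with GFP, and nefm.L (0.91) rose, with sncg.S (0.74), the vesicle transport gene rab6b.S (0.77) and the peptide gene cck.L (0.75). Outside the nervous system, tmod4.L of muscle rose by 0.66. Loss of Notch signaling is known to let more cells become neurons. Of the neuronal differentiation list 10 of 66 were higher and none lower, 22 and 1 adjusted over the list alone. The median was 0.23 (adjusted p = 1.4e-18, and 0.029 with an estimated correlation). Ionocytes and mucus-secreting cells also lay higher at 0.28 (adjusted p = 3.1e-04, and 0.14 with an estimated correlation), with 0 of 22 passing and 1 higher over the list alone. Muscle was at 0.07 (adjusted p = 0.0039, and 0.44 with an estimated correlation), with 0 of 47 passing. The muscle call was lost without DBM replicate 1 (0.17), GFP replicate 2 (0.053) or GFP replicate 3 (0.072). Multiciliated cells were not called (adjusted p = 0.094), but were with the block within each stage (0.033).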

S4 Table Differentially expressed genes detected by PED with FDR < 0.01 for Stage 28, GFP vs NICD.

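With NICD at stage 28 the segmentation list lay higher, and blood and endothelium and ionocytes lower, with both settings of camera. From stage 18 to stage 28 of GFP the medians of these lists changed by -1.44, 0.41 and 0.41, so a delay could give the same directions. The presomitic gene msgn1.S rose by 0.90 ± 0.12 (SE), and the posterior Hox gene hoxa7.L by 0.76. The axonemal dynein gene dnai4.S fell by 0.66. The segmentation list was the clearest, with 7 of 42 higher, 17 over the list alone, none lower, and a median of 0.25 (adjusted p = 5.6e-18, and 8.3e-04 with an estimated correlation). Neural progenitors had 1 of 37 higher, 7 over the list alone, at 0.17 (adjusted p = 3.9e-08, and 0.18 with an estimated correlation). Neural crest had 6 of 32 higher, with 9 higher and 4 lower over the list alone, at 0.12 (adjusted p = 0.0021, and 0.28 with an estimated correlation). That call was lost without GFP replicate 1 (0.12). The crest gene snai2.L was up by 0.54, not passing without NICD replicate 2 (0.055). Cell cycle genes lay at 0.07 (adjusted p = 0.0018, and 0.44 with an estimated correlation), with 0 of 92 passing, and lost the call without GFP replicate 3 (0.28).

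Lower lists with both settings of camera were blood and endothelium at -0.26 (adjusted p = 6.8e-09, and 0.017 with an estimated correlation), 3 of 43 lower and 10 over the list alone, and ionocytes and mucus-secreting cells at -0.28 (adjusted p = 5.6e-09, and 0.021 with an estimated correlation), 1 of 22 lower and 9 over the list alone. Multiciliated cells had -0.36 (adjusted p = 8.4e-15, and 0.12 with an estimated correlation), 2 of 45 lower and 15 over the list alone. Neuronal differentiation had -0.19 (adjusted p = 1.4e-10, and 0.12 with an estimated correlation), 2 of 66 lower and 16 over the list alone. The eye list, 3 of 51 lower and 7 over the list alone, had -0.12 (adjusted p = 8.1e-06, and 0.21 with an estimated correlation), and its 3 genes were lens crystallins. In endoderm, liver and pancreas 2 of 55 were lower, 7 over the list alone, at -0.05 (adjusted p = 0.010, and 0.31 with an estimated correlation).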

S5 Table Differentially expressed genes detected by PED with FDR < 0.01 for Stage 38, DBM vs GFP.

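With DBM at stage 38 few genes passed. Besides the peptide gene cck.L, the peptide binding gene crhbp.S rose by 0.84 ± 0.11 (SE), limma-adjusted p = 0.0021. The neurotensin gene nts.S rose by 0.68, a call lost without DBM replicate 3 or GFP replicate 2 (adjusted p up to 0.069). The cone gene pde6h.S rose by 0.81, lost without DBM replicate 3 or GFP replicate 3 or DBM replicate 2 or GFP replicate 2 or GFP replicate 1 (adjusted p up to 0.44). Values only are given for rab6b.S at 0.60 (adjusted p = 0.057, and 0.019 with the block within each stage) and the opsin gene opn1lw.L at 0.87 (0.21 and 0.0061).

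Pronephros was the only list called with both settings of camera, at -0.09 (adjusted p = 1.1e-04, and 0.029 with an estimated correlation), and 0.05 or more with the block within each stage and an estimated correlation. The list also lay lower with NICD at this stage, against the same GFP arrays. An effect of DBM and a shift of these GFP arrays were not told apart. Eye and lens lay at 0.10 (adjusted p = 3.7e-06, and 0.19 with an estimated correlation), with 1 of 51 higher and 5 over the list alone, and lost the call without GFP replicate 2 (0.11). Neuronal differentiation was at 0.08 (adjusted p = 2.6e-08, and 0.17 with an estimated correlation), 7 of 66 higher over the list alone, and not called without DBM replicate 1 (0.098). Ionocytes and mucus-secreting cells lay at 0.10 (adjusted p = 5.2e-04, and 0.16 with an estimated correlation). Blood and endothelium lay at 0.11 (adjusted p = 2.6e-04, and 0.12 with an estimated correlation), lost without GFP replicate 1 (0.097) or DBM replicate 2 (0.22). Heart lay at 0.10 (adjusted p = 0.029, and 0.21 with an estimated correlation), lost without GFP replicate 1 (0.48), DBM replicate 2 (0.14) or DBM replicate 3 (0.10).

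Neural progenitors were at -0.04 (adjusted p = 0.0087, and 0.56 with an estimated correlation), lost without GFP replicate 1 (0.70), DBM replicate 2 (0.54) or GFP replicate 3 (0.085). Endoderm, liver and pancreas was at 0.06 (adjusted p = 0.023, and 0.42 with an estimated correlation), lost without GFP replicate 1 (0.49), GFP replicate 3 (0.17) or DBM replicate 2 (0.75, median -0.02). Apart from the eye list, 0 genes of these lists passed limma. Epidermis was not called (0.060), but was with the block within each stage (0.043).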

S6 Table Differentially expressed genes detected by PED with FDR < 0.01 for Stage 38, GFP vs NICD.

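With NICD at stage 38 the eye and lens list lay lower and the neural crest list higher. In GFP embryos the median of the eye list rose by 1.24 from stage 28 to stage 38, so a delay could also leave it lower. In the eye list 44 of 51 genes lay below 0. The photoreceptor gene rbp3.L, the one that passed, was at -0.79, and its call was lost without NICD replicate 1 or GFP replicate 1 or NICD replicate 2 or GFP replicate 2 (adjusted p up to 0.24). The protease gene plat.L rose by 0.79 and the stress gene ddit4.S by 0.65 ± 0.09 (SE), limma-adjusted p = 0.0050. Of the crest, sox10.L was up by 0.78, lost without NICD replicate 1 or GFP replicate 2 or GFP replicate 3 (adjusted p up to 0.12).

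The eye list had a median of -0.47 (adjusted p = 3.4e-28, and 0.0065 with an estimated correlation), with 1 of 51 lower and 25 over the list alone. Neural crest lay at 0.22 (adjusted p = 2.8e-12, and 0.017 with an estimated correlation), with 2 of 32 higher and 4 over the list alone. Pronephros lay at -0.11 (adjusted p = 2.0e-05, and 0.021 with an estimated correlation), with 1 of 23 lower and 2 over the list alone. The pronephros list also lay lower with DBM, against the same GFP arrays. Segmentation lay at 0.09 (adjusted p = 1.5e-05, and 0.043 with an estimated correlation), with 1 of 42 higher, and 5 higher and 1 lower over the list alone. With the block within each stage and an estimated correlation, eye and neural crest were called (adjusted p = 0.017 each), and pronephros and segmentation were not (0.11 each). Stress and injection genes were at 0.07 (adjusted p = 0.0014, and 0.079 with an estimated correlation), with 2 of 43 higher and 6 over the list alone. Multiciliated cells were at -0.13 (adjusted p = 1.6e-04, and 0.45 with an estimated correlation), and not called without GFP replicate 3 (0.15).

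Smaller shifts depended on single arrays. Notch pathway components were at 0.07 (adjusted p = 0.019, and 0.12 with an estimated correlation), lost without NICD replicate 1 (0.13) or GFP replicate 2 (0.34). Neural progenitors were at 0.08 (adjusted p = 0.0091, and 0.56 with an estimated correlation), lost without NICD replicate 1 (0.28) or GFP replicate 2 (0.70). Neuronal differentiation was at -0.08 (adjusted p = 0.015, and 0.57 with an estimated correlation), lost without GFP replicate 1 (0.70), NICD replicate 2 (0.17) or NICD replicate 3 (0.070). Epidermis was at 0.06 (adjusted p = 0.038, and 0.57 with an estimated correlation), lost without NICD replicate 1 (0.40), GFP replicate 2 (0.39) or GFP replicate 3 (0.053). In these 4 lists 0 genes passed limma. Ionocytes were not called (adjusted p = 0.060, and 0.041 with 1 replicate block), and blood was called only with the block within each stage (0.031, otherwise 0.069).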

How the deposited data were processed for this re-analysis (not part of the article)

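RNA from pools of 10 Xenopus laevis embryos was measured on 27 Affymetrix Xenopus laevis 2.0 arrays. Embryos had been injected with RNA for GFP, DBM or NICD and taken at stage 18, stage 28 or stage 38, with 3 arrays for each of the 9 groups. The authors' deposited values are RMA summaries on the log2 scale, and their second deposited table adds limma p-values adjusted by the authors. In that table, 6 columns of log2 values could be matched to arrays by name and differed from the values used by at most 0. The other 21 columns of log2 values of the authors' table were not used. Values of the series table were used as deposited, without further normalization.

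Each array got its condition and replicate number from its own title. Replicate numbers in the titles were not stated to pair arrays of different constructs, so pairing was checked in the values, as correlations of deviations from group means between arrays of a stage. Arrays of the same number correlated at 0.454 to 0.811 (27 pairs), against -0.433 to -0.191 for different numbers at stage 28 and -0.423 to -0.288 at stage 38. At stage 18, numbers 2 and 3 also correlated with each other, at 0.477 to 0.573. The replicate number took a median share of 0.632 of the variance around group means, where 0.333 is due by chance.

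Gene symbols came from the platform table through Entrez identifiers, looked up in the RefSeq gene table of Xenopus laevis assembly 10.1, which was used for gene names alone. Of the probe sets, 15394 had an identifier found there, and 2 symbols changed with it. A symbol was used for 15505 probe sets, 279 matched several genes and 16851 had none.

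Tests and gene lists were fixed before the data were examined. The tools were R 4.3.3, limma 3.58.1, statmod 1.5.0 and glmnet 4.1-10. One linear model with 9 groups was fitted to all arrays with lmFit, contrasts and eBayes, and p-values were adjusted by Benjamini-Hochberg within a comparison. Gene lists, 18 in number, were tested with camera at a preset correlation of 0.01 and again with estimated correlations. For the 6 comparisons of a construct with GFP, these p-values were adjusted together over all 108 pairs of list and comparison. Between the GFP stages and for NICD against DBM, they were adjusted over the lists of a comparison. HES/HEY/Nrarp and Notch pathway symbols among the 100 symbols of lowest p were tested by Fisher's exact test, adjusted over the 6 comparisons. Differences of a construct's effect between stages were tested as interactions. Lasso was run with cv.glmnet, binomial family, on the 6 arrays of a comparison. Splits, regroupings within stages and simulations without effect gave the numbers to hold beside the counts.

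Named genes followed a rule: the 12 symbols of lowest adjusted p in each direction, the symbols of lowest p where few passed, the leading members of each list, and a fixed set of Notch genes. Parts of the paper's tables S1 to S6 had been seen before the rule was written, and these hold no expression values. Genes named from those tables or from the authors' limma calls were chosen after values were seen.

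The limma fit was tested on simulated data that kept the deviations of the replicate numbers, with 300 changed probe sets per size and comparison. Without a block it found 36.7% to 42.7% of changes of 0.5 log2, 86.7% to 93.3% of 1 and 98.7% to 100% of 2, with 0 to 3 false calls. The block within each stage found 76.7% to 80.0% at 0.5, 98% to 100% at 1 and 100% at 2, with 26 to 55 false calls. An adjusted p below 0.05 allows a share of false calls, and 0 to 3 without a block is few for that. In simulated data without those deviations, the fit without a block had 34 to 52 false calls. The HES/HEY and Nrarp family, planted as the 1 changed list, had an unadjusted camera p below 0.05 in all 6 comparisons. Interactions, lasso and splits were not tested in this way.

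Other settings, chosen before, were a replicate block, only the arrays of a comparison, leaving out each array, dropping dim probe sets, repeated quantile normalization, a common median, trend and robust fitting, array weights, estimated correlations, Benjamini-Yekutieli adjustment, and other lasso settings. Added after values were seen were the block within each stage, own arrays with a block, the stage 18 date code as block, only replicates 2 and 3 at stage 18, the Notch target list without esr1, and the lasso with probe sets in reverse order. PED, the Bayesian lasso and ISIS were not run. With 3 arrays per group, standard errors and counts are imprecise.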

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

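Of the tests weighed here, the change of the multiciliated genes and of other lists between GFP stages, the block within each stage, the draws that part replicate pairs and the use of day codes were chosen after results were seen, and the other tests were chosen before.

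Whether the effect of a construct differs between stages was tested, which the paper does not treat. By the interaction test 3 probe sets had a DBM effect that differed between stages and 65 an NICD effect. With 1 replicate block these were 1 and 91, and with the block within each stage 216 and 1515. Random regroupings within stages gave as many as the real labels in 4 of 100 draws for DBM (highest other 5) and 7 of 100 for NICD (highest other 540). In 20 separate draws that part replicate pairs, 2 were as large for each, with 14 and 348 as the highest other. Swapping labels at 1 stage turns a construct's effect around there and can itself make a difference between stages. These draws therefore cannot decide whether the counts come from chance. Without dim probe sets DBM had 0.

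Gene lists were tested in the same way. At the preset correlation, for DBM 3 lists differed between stage 28 and stage 18 and 7 between stage 38 and stage 18. For NICD, 4 and 6 did. The neuronal list moved by 0.27 more with DBM at stage 28 than at stage 18 (adjusted p = 1.8e-12, and 0.120 with an estimated correlation). The HES/HEY and Nrarp family moved by -0.92 with NICD at stage 38 relative to stage 18 (3.2e-10, and 0.120 with an estimated correlation). Only segmentation with NICD at stage 28 relative to stage 18, 0.26 (8.7e-10), held with an estimated correlation, at 0.0183.

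Comparisons outside the paper also had calls. NICD against DBM gave 265 probe sets at stage 18, 564 at stage 28 and 205 at stage 38. On their own 6 arrays alone these were 6, 471 and 0, and with 1 array left out they fell as low as 157, 318 and 68. Averaged over stages, DBM changed 7 and NICD 709. In 100 regroupings 1 draw, the real one, was as large for each average, with 1 and 151 as the highest other. In 20 separate draws that part replicate pairs it was also 1, with 0 and 327 as the highest other.

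Arrays with the same replicate number deviate together within a stage, which is the pattern weighed first. A difference in developmental age between replicates would align the leading component of the deviations, 72.6%, 38.1% and 41.3% of the variance at stages 18, 28 and 38, with the change of GFP embryos over time. The absolute correlation was 0.0866 at stage 18, set against the GFP change from stage 28 to stage 38. That change lies after stage 18, so the value cannot decide whether age differs there. It was 0.134 at stage 28 and 0.126 at stage 38, where age and other causes cannot be told apart because a weak correlation is left. Hybridisation in sets is also open: 0.454 of the variance of hybridisation controls went with the replicate number, against 0.333 by chance. At stage 18 the array names of replicates 2 and 3 share 1 day code and the 3 names without a number carry another, each with all 3 constructs, and replicates 2 and 3 deviate together there (0.477 to 0.573). This goes with sets made on different days at stage 18, but what the code marks is not stated, and clutch and processing day would share it.

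DBM and NICD moved in the same direction at stage 18, with a correlation of 0.542 over probe sets, although they act against each other on Notch. Both use the same GFP arrays. With GFP arrays of different replicate numbers the mean correlation was 0.129, from -0.0577 to 0.381. The 4 combinations with replicate 1 lay near 0, from -0.0577 to 0.0815. Those of replicates 2 and 3, which deviate together, had 0.361 and 0.381 and carry the mean. A part that may be shared by the constructs and the shared arrays cannot be told apart, since the only combinations well above 0 are of replicates that are not independent.

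NICD effects ran against the change over development at stage 28. The correlation of the NICD effect with the GFP change between the other stages was -0.389 at stage 28, the value a developmental delay needs. It was 0.0701 at stage 18, set against the GFP change from stage 28 to stage 38. That change lies after stage 18, so the value cannot decide on a delay there. At stage 38 the correlation was -0.142, undecided because it is weak. The multiciliated list lay lower with NICD at stage 28, by -0.36 with 2 of 45 genes passing (adjusted p = 8.4e-15, and 0.12 with an estimated correlation), and delay would need them to rise in GFP embryos from the stage before, but the median change was -0.0641 with a spread of 0.660 (MAD), and -0.543 with a spread of 0.830 at stage 38. Of the 45 members, 20 rose to stage 28 and 9 rose to stage 38. The median thus did not rise at either stage, as a delay would need. The spreads leave open whether a delay lowers single members. The NICD lists called with both settings of camera ran against the GFP change from the stage before. At stage 28 this change was -1.44 for segmentation, -0.48 for HES/HEY and Nrarp, and 0.41 each for blood and ionocytes. At stage 38 it was 1.24 for eye, -0.07 for neural crest, 0.04 for pronephros and -0.89 for segmentation. With NICD the HES/HEY and Nrarp median at stage 28, 0.65, was larger in size than the whole GFP change. The same held for neural crest and pronephros at stage 38. A delay back to the stage before would not reach these medians, though the spread of the change over members was not computed. For the other lists, a delay and a change of tissues cannot be told apart by these values.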

How the results depend on the processing

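Values below are counts of probe sets unless stated, with the value of the chosen analysis in the passages. Where a number moved, the cause was not tested unless stated.

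Only the arrays of the comparison: NICD gave 2 at stage 18, 0 at stage 28 and 0 at stage 38, DBM gave 0 at stages 28 and 38, and NICD against DBM 6 at stage 18 and 0 at stage 38. By construction 4 degrees of freedom remain instead of 18.

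Replicate block over all stages: 907 for NICD at stage 18, 65 for DBM and 366 for NICD at stage 28, 49 for NICD at stage 38, 19 for the DBM average, 1106 for the NICD average and 1 for DBM by stage. Other counts among the main results stayed within 1.5 times, such as 392, 807 and 294 for NICD against DBM. By list it added pronephros for NICD at stage 18 (adjusted p = 0.038) and ionocytes for NICD at stage 38 (0.041), and ended ubiquitously used genes between the stages (0.051).

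Replicate block within each stage, chosen after the pairing was seen: 77, 634 and 36 for DBM and 4319, 2021 and 396 for NICD at stages 18, 28 and 38. NICD against DBM gave 1984, 2503 and 1064, the averages 130 and 3916, and DBM and NICD by stage 216 and 1515. Notch genes among the lowest p passed in 1 comparison instead of 2. The arrays of a comparison alone with a replicate block, also chosen then, gave 100 for DBM and 638 for NICD at stage 28, 1 for DBM and 89 for NICD at stage 38, and 2575 and 799 for NICD against DBM at stages 28 and 38. The stage 18 date code as block gave 3 for DBM, 1609 for NICD and 632 for NICD against DBM. Only replicates 2 and 3 at stage 18 gave 37 for DBM and 1460 for NICD.

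Without dim probe sets, calls were 21 for DBM at stage 28, 0 for DBM at stage 38, 11 for NICD at stage 38, 41 for NICD against DBM at stage 38, 12665 between the stages, 4 for the DBM average, 0 for DBM by stage and 41 for NICD by stage. Over 2-fold were 79 for NICD at stage 18, 2 for DBM at stage 28, 0 for DBM at stage 38 and 5 for NICD at stage 38. Fewer probe sets enter by construction.

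Array weights gave 277 for DBM and 3838 for NICD at stage 18, 80 and 668 at stage 28, and 7 and 54 at stage 38. NICD against DBM gave 804 at stage 18 and 1319 at stage 28, the averages 19 and 1773, and DBM and NICD by stage 108 and 659. The muscle list reversed with DBM at stage 18, to -0.065 (adjusted p = 0.0067). Repeated quantile normalization gave 22 for DBM at stage 28, and a common median 23, with 3 for the DBM average and 1 for DBM by stage. Trend and robust fitting gave 1 for DBM by stage.

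Camera with an estimated correlation called 12 lists instead of 49 of 108. The HES/HEY and Nrarp family was then not called with DBM at stage 18 (0.18, adjusted p = 0.573), stage 28 (-0.18, 0.443) or stage 38 (-0.20, 0.231), nor with NICD at stage 38 (0.22, 0.126). Without esr1 its medians were 0.18, 1.11, -0.19, 0.66, -0.21 and 0.23 in the order of the tables S1 to S6, with the same calls. With the lowest 50 symbols, Notch genes passed in 1 comparison.

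Benjamini-Yekutieli adjustment, stricter by construction, gave 118 and 15 for NICD at stages 18 and 28, 6 for DBM at stage 28, 4 for NICD at stage 38, 80, 228 and 56 for NICD against DBM, 1 and 187 for the averages, and 1 and 21 for DBM and NICD by stage.

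Lasso at the penalty of lowest error chose 1 for NICD at stage 28 and 4 at stage 38. With the probe sets in reverse order, chosen after the number was seen to move with their order, it chose 2 for NICD at stage 18 instead of 6. At an unadjusted p below 0.05 the real labels exceeded every other split in 1 comparison instead of 2, since NICD at stage 18 had 3043 against 4639. At p below 0.001 they also did so for DBM at stage 28, with 79 against 54. The null simulation had 133 at p below 0.05 and 0 at p below 0.001 instead of 1.9 at 0.01.

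Leaving out 1 array at stage 18, calls ranged from 0 to 30 for DBM, 194 to 1529 for NICD and 157 to 256 for NICD against DBM. Over 2-fold ranged from 16 to 89 for DBM and 125 to 325 for NICD. At stage 28 calls were 11 to 83 for DBM, 26 to 257 for NICD and 318 to 499 for NICD against DBM, with 18 to 28 and 64 to 120 over 2-fold. At stage 38 calls were 2 to 7 for DBM, 5 to 82 for NICD and 68 to 177 for NICD against DBM, with 12 to 25 and 28 to 82 over 2-fold. With 2 arrays in a group, means are noisier by construction.

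Leaving out 1 array the averages ranged from 2 to 13 for DBM and 452 to 1087 for NICD, DBM by stage from 1 to 29 and NICD by stage from 42 to 151. The comparison between stages ranged from 19533 to 20204, lists moved from 44 to 53, and Notch genes among the lowest p from 1 to 2. The HES/HEY and Nrarp median ranged from 0.044 to 0.31 for DBM at stage 18 and -0.22 to -0.080 at stage 28.

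Directions turned in 6 lists with 1 array left out. Muscle with DBM at stage 18 was -0.01 without GFP replicate 1 (adjusted p = 0.035), in a range of -0.020 to 0.091. Multiciliated cells with DBM at stage 18 were 0.0077 without DBM replicate 1 (0.903), from -0.19 to 0.01. Neural progenitors for NICD against DBM at stage 18 were -0.0099 without NICD replicate 1 (0.557), up to 0.10. Heart with NICD at stage 18 was 0.0042 without NICD replicate 3 (0.0040), from -0.15. Endoderm with DBM at stage 38 was -0.016 without DBM replicate 2 (0.752), up to 0.14. Cell cycle for NICD against DBM at stage 38 was -0.0015 without DBM replicate 2 (0.486), up to 0.075.

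Not run were the lasso with 1 array left out, which could not be fitted with 5 arrays, lasso with 3 folds for DBM at stages 18 and 28, NICD at stage 28 and the comparison between stages, and the authors' table in place of the series table, since its columns could not all be matched by name. Camera has no robust option.

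These arrays carry limits that no setting removes. Each group has 3 arrays of pooled embryos, so error comes from few pools. Array signal saturates at the top and is compressed at the bottom, probe sets of the 2 gene copies were not told apart by a test, and 16851 probe sets have no symbol. Cell numbers and expression per cell are not separated in whole embryos, and injection was on 1 side only, which dilutes each difference.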

Differences from the paper's values

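The paper's limma counts after Benjamini-Hochberg adjustment differ from those here in all 6 comparisons. For DBM the paper gives 1, 0 and 0 at stages 18, 28 and 38, and here they were 0, 35 and 4. For NICD the paper gives 8, 2 and 0, and here they were 525, 212 and 31. The other settings were chosen before the data were examined. With only the arrays of the comparison, the counts of DBM at stages 28 and 38 and of NICD at stage 38 became 0, as in the paper. Without dim probe sets DBM at stage 38 also became 0. No other setting chosen before reached the paper's 1 for DBM at stage 18, 8 for NICD at stage 18 or 2 for NICD at stage 28. With only their own arrays these gave 0, 2 and 0.

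Alternatives chosen after seeing the values did not reach the paper's counts either. Own arrays with a replicate block gave 0, 100 and 1 for DBM and 516, 638 and 89 for NICD at stages 18, 28 and 38, and the stage 18 date code as block gave 3 for DBM.

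After Benjamini-Yekutieli adjustment the paper reports 0 in every comparison. Here DBM at stage 18 also had 0, and NICD at stage 18 had 118, DBM at stage 28 6, NICD at stage 28 15, DBM at stage 38 3 and NICD at stage 38 4. All became 0 with only the arrays of the comparison. DBM at stage 28 was also 0 with a common median and without DBM replicate 1 or any 1 of the 3 GFP arrays. NICD at stage 28 was also 0 without GFP replicate 2, NICD replicate 2 or NICD replicate 3, and both stage 38 comparisons without dim probe sets. The other settings chosen before kept more than 0.

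For the lasso on NICD at stage 18 the paper gives 3 selections, and here there were 6. The penalty of lowest error gave 9, 3 folds 6, z-scores 6 and dropping control probe sets 5, and these still differ. With the probe sets in reverse order, chosen after seeing the values, it was 2. Between the stages the paper gives 31 and here there were 30, with 40 without control probe sets.

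Among genes, the authors' limma calls atp5po.L with DBM at stage 18 (limma-adjusted p = 1.0 here), ak3.L (0.33), rax.S (0.15) and cldn4.L (0.55) with NICD at stage 18 did not pass here, and fgf20.L and sp5l.S did. The direction column of the paper's DBM tables has the opposite sign to DBM minus GFP in 100% of the probe sets used, and that of the NICD tables has the same sign as NICD minus GFP. Both follow from the order of the groups in the titles, with the second-named minus the first, and are no difference in values. The paper's table S5 lists 278 probe sets, more than the PED selections the paper counts for DBM at stage 38, so what is said here of S5 is about the longer list.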

Other observations

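In this part, the splits and draws that part replicate pairs and the use of day codes were chosen after results were seen.

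NICD and DBM pulled nerve genes apart at stage 28. NICD lay below DBM for nefm.L by -1.43 log2, for the vesicle gene syt4.L by -1.40 and for rab6b.S by -1.13, while hes5.1.S lay higher by 1.36. Of the neuronal differentiation list 27 of 66 genes were lower, 35 adjusted over the list alone, and the median was -0.44 (adjusted p = 1.7e-31, and 0.0017 with an estimated correlation). Ionocytes (-0.44 (adjusted p = 5.5e-14, and 0.0017 with an estimated correlation)) and the HES/HEY and Nrarp family (0.89 (adjusted p = 1.8e-20, and 0.0046 with an estimated correlation)) moved in opposite directions. At stage 18, hey1.S differed by 2.17 and the HES/HEY and Nrarp family by 0.88 (adjusted p = 2.7e-23, and 0.0094 with an estimated correlation).

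At stage 38 the eye set the constructs apart. NICD lay below DBM for the cone genes pde6h.S (-1.45) and opn1lw.L (-1.41), and 10 of 51 genes of the eye list were lower, 29 adjusted over the list alone, with a median of -0.46 (adjusted p = 9.2e-32, and 0.0013 with an estimated correlation). Neural crest lay higher (0.24 (adjusted p = 1.1e-12, and 0.0078 with an estimated correlation)), with ednrb2.S at 1.39. Averaged over stages, NICD changed 358 probe sets higher and 351 lower, and DBM 7, all higher.

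Other splits of the 6 arrays help to read these counts. At an unadjusted p below 0.01, NICD against DBM gave 672 at stage 18 (highest other 799, 2 of 10 as large), 1784 at stage 28 (653, 1 of 10) and 651 at stage 38 (697, 2 of 10). For the comparisons with GFP the real and highest other counts were 109 and 1060 (6 of 10), 525 and 642 (4 of 10) and 124 and 941 (7 of 10) for DBM at stages 18, 28 and 38, and 934 and 729 (1 of 10), 1172 and 747 (1 of 10) and 307 and 666 (7 of 10) for NICD. The change between stages had 16838 and 103 (1 of 10). With 10 splits there are too few for a share under 0.05. Splits that give several times the real count, as for DBM at stages 18 and 38, point to structure of the samples, in line with replicate numbers that deviate together. Among splits parting 3 pairs, the highest other counts for NICD against DBM were 26, 19 and 25, and 7 between the stages.

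Regroupings within stages gave 1 of 100 draws as large as the real averages of 7 for DBM (highest other 1) and 709 for NICD (highest other 151). In 20 separate draws that part replicate pairs the highest others were 0 and 327. For effects that differ by stage, 4 of 100 were as large for DBM, with 3 real and 5 as highest other, and 7 of 100 for NICD, with 65 real and 540 as highest other. Such draws cannot judge these effects, since a swap at 1 stage can make a difference between stages.

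One hypothesis is that replicate numbers mark clutches or processing days, since 0.454 of the variance of hybridisation controls goes with the number, against 0.333 by chance, and at stage 18 replicates 2 and 3 share a day code in their array names that the other 3 names do not carry. It could be tested by genotyping polymorphic transcripts in the RNA and by rerunning stored RNA in mixed order. A different one is that NICD delays development at stage 28, where its effect correlates at -0.389 with the change of GFP embryos. Staging somites and eye landmarks in injected siblings, and arrays of GFP embryos in steps of 2 stages, would tell delay from a change of cell fate. Another is that NICD reduces multiciliated cells and ionocytes early, although the multiciliated list was not called with an estimated correlation at stages 18 and 28 (0.12 each). The multiciliated median changed in GFP by -0.0641 to stage 28 and -0.543 to stage 38. It did not rise as a delay would need, but members varied widely, so delay stays open for single genes. Counting foxj1-positive and foxi1-positive cells on injected and uninjected sides would test the loss of these cells. Age differences between replicates had 0.0866 at stage 18, 0.134 at stage 28 and 0.126 at stage 38, and stay open. For stage 18 the GFP change used came from later stages, so it cannot decide on age or delay there. Delay by NICD had 0.0701 at stage 18 and -0.142 at stage 38.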
